# Single cell analysis of transcriptome and open chromatin reveals the dynamics of hair follicle stem cell aging

**DOI:** 10.3389/fragi.2023.1192149

**Published:** 2023-07-03

**Authors:** Chi Zhang, Dongmei Wang, Robin Dowell, Rui Yi

**Keywords:** hair follicle stem cell, stem cell exhaustion, quiescence, cell adhesion, single cell genomics, scRNAseq, scATACseq

## Abstract

Aging is defined as the functional decline of tissues and organisms, leading to many human conditions, such as cancer, neurodegenerative diseases, and hair loss. Although stem cell exhaustion is widely recognized as a hallmark of aging, our understanding of cell state changes–specifically, the dynamics of the transcriptome and open chromatin landscape, and their relationship with aging–remains incomplete. Here we present a longitudinal, single-cell atlas of the transcriptome and open chromatin landscape for epithelia cells of the skin across various hair cycle stages and ages in mice. Our findings reveal fluctuating hair follicle stem cell (HF-SC) states, some of which are associated with the progression of the hair cycle during aging. Conversely, inner bulge niche cells display a more linear progression, seemingly less affected by the hair cycle. Further analysis of the open chromatin landscape, determined by single-cell Assay for Transposase-Accessible Chromatin (ATAC) sequencing, demonstrates that reduced open chromatin regions in HF-SCs are associated with differentiation, whereas gained open chromatin regions in HF-SCs are linked to the transcriptional control of quiescence. These findings enhance our understanding of the transcriptional dynamics in HF-SC aging and lay the molecular groundwork for investigating and potentially reversing the aging process in future experimental studies.

## Introduction

Aging is an inevitable process characterized by the gradual accumulation of damages in cells and tissues, leading to declines in tissue functions and increased vulnerability to chronic diseases and mortality (Holliday, 1995; Campisi et al., 2019; López-Otín et al., 2023). Although significant progress has been made in understanding the mechanisms of aging (Van Deursen, 2014; Revuelta and Matheu, 2017), many questions regarding molecular and cellular changes and cell-to-cell variation during aging remain unanswered (Martinez-Jimenez et al., 2017; Todhunter et al., 2018).

As the largest organ in mammals including human, the skin and its appendages provide an excellent experimental system for aging research (Fuchs, 2016). Skin wrinkling, hair greying, and hair loss are some of the most visible signs of aging, making them ideal subjects for investigation (Matsumura et al., 2016; Ge et al., 2020; Zhang et al., 2021). As an experimental system, hair follicle offers a particular advantage for experimental manipulation because functional decline of hair follicles is generally well-tolerated and does not cause detrimental damage to survival. Furthermore, hair follicle lineages are spatiotemporally well-defined (Blanpain and Fuchs, 2014), and these features facilitate the analysis of linking high-dimensional data, such as transcriptome and open chromatin data, to physiological changes of the tissue. Epigenetic and transcriptional regulation play important roles in governing cell fate and functions of hair follicles. For example, FOXC1 and NFATC1 transcription factors (TFs) have been implicated in the regulation of HF-SC aging, through the control of quiescence, cell adhesion and extracellular matrix (ECM) (Keyes et al., 2013; Lay et al., 2016; Zhang et al., 2021). Genetic deletion of DNA methyltransferase 1 (DNMT1), on the other hand, decreases HF-SC activation and leads to progressive alopecia (Li et al., 2012). Furthermore, aged HF-SCs showed increased niche stiffness (Wang et al., 2023), decreased open chromatin landscape and reduced ability to activate genes associated with self-renewal and differentiation (Koester et al., 2021).

With the advent of genomic tools, recent studies have begun to probe dynamic changes in the transcriptome and open chromatin dynamics in the hair follicles (Matsumura et al., 2016; Ge et al., 2020; Koester et al., 2021; Zhang et al., 2021). In particular, single-cell genomic tools have significantly advanced our understanding of cell state, cellular heterogeneity and aging-associated changes in hair follicle lineages. However, the atlas of hair follicle lineages during aging is incomplete. Previous studies have used single-cell RNA sequencing (scRNAseq) to profile skin from young (∼2 months old) and old (∼24 months old) mice, providing an initial comparison between the transcriptomes of young and old hair follicles (Ge et al., 2020; Zhang et al., 2021). However, aging, typically characterized by a gradual decline in physiological functions and regenerative capacity, does not necessarily proceed linearly. In hair follicles, the self-renewal of HF-SCs, which usually takes place during the anagen growth phase (Hsu et al., 2014), generates new HF-SCs. This process could effectively “reset” the aging process with each new round of cell division. It is important to note that the frequency of the anagen phase decreases with aging (Chen et al., 2014). Consequently, HF-SCs tend to remain in an extended quiescent state as aging progresses. Thus, to gain new insights into the hair follicle aging process, it is important to address several key questions: How does the hair cycle influence the aging trajectory? Do different cell types exhibit diverse trajectories and progressions during aging? What is the relationship between the transcriptome and the open chromatin landscape during aging?

In this study, we present a comprehensive single-cell analysis of the dynamics of the transcriptome and open chromatin landscape in distinct hair follicle lineages with a higher temporal resolution during aging. To facilitate the analysis of cell states at distinct hair cycle stages, we incorporated recently published scRNAseq datasets from postnatal day P38 (P38, catagen) (Zhang et al., 2021), and P53 (telogen) (Wang et al., 2023). Furthermore, we generated new scRNAseq datasets from mice aged 6 months (6 months), 12 months and 24 months. In addition, we also generated new scATACseq datasets from mice aged P28, 12 months and 24 months. Collectively, we have established a longitudinal single-cell atlas of both the transcriptome and open chromatin to probe physiological aging. The findings from this study provide an in-depth understanding of the cellular changes that occur in hair follicles during aging and contribute significantly to our overall understanding of the aging process.

## Results

### Longitudinal analysis of single-cell transcriptome during hair follicle aging

To capture the dynamic changes among the full spectrum of hair follicle cells during aging, we employed flow cytometry to sort epithelial cells, marked by H2B-GFP from *Krt14-H2B-GFP* mice, at postnatal day 38 (P38 male, synchronized catagen) (Zhang et al., 2021), P53 (female, synchronized telogen) (Wang et al., 2023), 6 months (female, mostly anagen HFs), 12 months (male, mixed telogen and anagen), and 24 months (female, mostly telogen). 

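Of these ages, P38, 6 months and 12 months were analysed here, with 1 library of back skin cells per age. The P53 and 24 months libraries and the scATACseq libraries were not analysed here. The libraries were made with the 10X Chromium 3ʹ version 3 chemistry, which tags each captured transcript with a unique molecular identifier (UMI). The paper describes cells sorted by flow cytometry to a fixed ratio of epidermal to hair follicle cells, while the submitters' labels describe dissociated back skin loaded without a sort. The authors mapped the reads to mm10 and counted UMIs per gene and barcode with Cell Ranger, given as version 3.0.1 in the methods, as 6.1.2 in the header of the P38 counts and as 6.0.0 in those of 6 and 12 months. The count tables held 2397 barcodes with 40509290 UMIs at P38, 4761 with 48722038 at 6 months and 5421 with 48887123 at 12 months. The published filter was applied, which keeps cells with more than 200 and fewer than 5000 genes and under 15% mitochondrial UMIs. The 8851 kept cells were integrated with canonical correlation anchors and grouped into 26 clusters. Clusters were named from fixed marker genes only and are called X-like, so a difference from the study may come from these rebuilt names. In all, 24 clusters with 6344 cells took 1 of 18 names. UMIs were summed over the cells of a class in a library, scaled to the total UMIs of that class and given as CPM with exact Poisson 95% intervals, and shares of cells carry exact Clopper-Pearson 95% intervals. All of these intervals cover counting error only. Each gene list was summarised by the median log2 CPM ratio of its measured members and by the percentile of that median among 10000 random lists of the same size and similar expression. With 1 library per age, a difference between ages has no replicate check and no test. Age also comes together with hair cycle stage and sequencing depth, and in every comparison with 6 months with sex, and these cannot be told apart.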

Single-cell RNA sequencing (scRNAseq) libraries were generated using the 10X Genomics Chromium platform (see Supplementary Table S1). 

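Transcripts that mark sex were counted over all kept cells of each library. Xist, the noncoding RNA that coats the inactive X chromosome of female cells (GRCm38 chromosome X, 103460366 to 103483254), stood at 1259 CPM (95% interval 1245 to 1273) at 6 months, at 0.0289 at P38 and at 1.88 at 12 months. The Y-linked Ddx3y, an RNA helicase, had 79.5 CPM at P38 and 68.2 at 12 months. At 6 months 0 of 24698719 UMIs came from it, which allows up to 0.149 CPM. Eif2s3y, a subunit of a translation initiation factor, was at 69.9, 0.0405 and 65.9 CPM at P38, 6 months and 12 months. The demethylase genes Kdm5d and Uty had 9.35 and 18.2 CPM at P38, 9.84 and 21.7 at 12 months, and 0.0810 and 0.121 at 6 months. The sexes read from these 5 genes are those the paper gives for the 3 libraries.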

The mixed use of male and female mice during aging was designed to reduce the possibility to capture sex-biased gene expression changes. After quality control and filtering, we obtained 14,091 single-cell transcriptomes, with an average of 2,797 genes (interquartile range 1,253) and 12,854 transcripts (interquartile range 9,402) detected in a single cell (Supplementary Figure S1A).

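Krt71, Krt25, Krt35 and Tchh, genes of the inner root sheath and hair shaft, led an unnamed cluster of 1640 cells of 6 months, together with Scd1 and Elovl6, enzymes of sebaceous lipid synthesis. The cells of this cluster held a median of 545 UMIs. Over all kept cells the median was 3349 genes and 16170 UMIs at P38, 620 genes and 1019 UMIs at 6 months, and 2744 genes and 11438 UMIs at 12 months. Fewer than 1000 genes were found in 1839 of the 3502 kept cells at 6 months (52.5%), against 86 of 2109 at P38 and 186 of 3240 at 12 months. Barcodes with at least 15% mitochondrial UMIs made up 7.01% at P38, 17.3% at 6 months and 37.8% at 12 months. Asking for at least 1000 genes per cell would keep 1663 cells at 6 months.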

To integrate all the cells from different ages and reduce batch effects, we used unsupervised methods (Stuart et al., 2019) for integration and comparison (Figure 1A; Supplementary Figure S1A). We next applied unsupervised Louvain clustering based on the shared nearest neighbor graph (Hao et al., 2021) to batch-corrected samples (Figure 1B). Based on the differential expression analysis and known markers for well-characterized lineage markers for epithelial cells of the skin, we annotated the cell populations by using the top marker genes from each cluster (Figure 1B; Supplementary Figure S1B). 

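IFE basal-like cells were found in every library, 293 at P38, 149 at 6 months and 771 at 12 months. Krt14 and Krt5, the keratin pair of basal keratinocytes, stood there at 13656 and 8815 CPM at P38, 11839.5 and 7333 at 6 months and 10812 and 7219 at 12 months. Krt1 and Krt10, the keratins of the spinous layer, had 4511 and 11118, 2318 and 7682, and 4429 and 9891 CPM in the 146, 110 and 276 IFE suprabasal-like cells of P38, 6 months and 12 months. In the 118, 83 and 82 SG-like cells, Scd1, a stearoyl-CoA desaturase of sebum synthesis, was at 1769, 5864 and 2609 CPM, and Mgst1, a microsomal glutathione transferase, at 1872, 2257 and 2686. The SG-like cells came from 2 clusters in different proportions. One held 89, 26 and 30 of them, with medians of 21714, 18091.5 and 14192.5 UMIs, and the other 29, 57 and 52, with medians of 18843, 654 and 631. These keratin and SG genes were among the markers that named the clusters, so their levels describe the names. Krt14 was higher in migNiche-like than in IFE basal-like cells at P38 and 6 months, at 18051 and 17391 CPM.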

Among the epidermal lineages, we successfully identified basal cells of the interfollicular epidermal lineages (IFE) (marked by Krt14 and Krt5), suprabasal cells of the IFE (supra, marked by Krt1 and Krt10), sebaceous gland lineages (SG, marked by Scd1and Mgst1), and hair follicle (HF) lineages in all samples (Figure 1C), as shown in the uniform manifold approximation and projection space (UMAP). However, because of our intention to enrich epithelial cells, the cell populations in the dermis, including fibroblast (marked by Dcn and Col1a1), arrector pili muscle (APM) (marked by Rgs5 and Acta2), dermal papillae (marked by Crabp1 and Lef1), immune cells (marked by Cd2 and Cd28), and endothelial cells (marked by Cdh5 and Pecam1) were captured in the datasets from P53, 6 months, 12 months, and 24 months samples but not the P38 sample (Supplementary Figures S1B, C). 

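Fibroblast-, dermal papilla (DP)-, T cell-, Langerhans and macrophage- and endothelial-like cells together made up 0.0948% (0.0115 to 0.342) of the kept cells at P38 (2 of 2109), 7.31% (6.47 to 8.22) at 6 months (256 of 3502) and 19.1% (17.8 to 20.5) at 12 months (620 of 3240). Fibroblast-like cells numbered 105 at 6 months and 224 at 12 months, DP-like cells 13 and 243, T cell-like cells 63 and 42, Langerhans and macrophage-like cells 59 and 83, and endothelial-like cells 16 and 28. Dcn, a collagen-binding proteoglycan, reached 23670.4 CPM in Fibroblast-like cells at 6 months and 16334 at 12 months, and Col1a1, the chain of type I collagen, 10906 and 28376. Crabp1, a retinoic acid-binding protein, had 816 CPM in DP-like cells at 12 months. The T cell receptors Cd2 and Cd28 were at 385 and 265 CPM in T cell-like cells at 6 months, and the endothelial junction genes Cdh5 and Pecam1 at 593 and 1082 in endothelial-like cells at 12 months. No cluster took the arrector pili muscle name, and the Fibroblast-like cluster held 3 of its 6 markers (Acta2, Tagln and Myl9). At resolution 1.2 a cluster of 118 cells took it, 35 of them at 6 months and 82 at 12 months, and 4 other alternatives named 15 to 23 such cells. Rgs5 and Acta2 were at 153 and 106 CPM in Fibroblast-like cells at 6 months. Fibroblast- and DP-like cells alone were 3.37% (2.80 to 4.02) at 6 months and 14.4% (13.2 to 15.7) at 12 months. The sort that the paper describes can set these shares. Leaving out the low-UMI cluster, an alternative chosen after seeing the data, gives 13.7% (12.2 to 15.4) at 6 months.

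**Figure D1:**
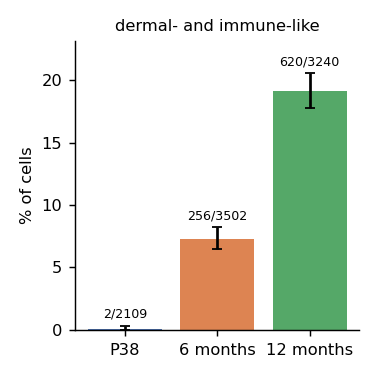
Share of kept cells (%) in Fibroblast-, DP-, T cell-, Langerhans and macrophage- and endothelial-like clusters, 1 bar per age (P38, 6 months, 12 months). Error bars are 95% binomial intervals, cells over all kept cells are written above the bars, and the bar of 12 months is the tallest.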

The P38 sample contained mostly epithelial cells with a minimal fraction of dermal cells and other non-epithelial cells because it was obtained by sorting Krt14-H2bGFP + epithelial cells (Supplementary Figure S1B). 

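At P38 the named clusters were nearly all epithelial, with 304 HG-like, 293 IFE basal-like, 230 migNiche-like, 221 HF-SC-like, 167 Niche-like and 150 UpHF-like cells among 2109. Of other lineages there were 1 Fibroblast-like and 1 T cell-like cell, 2 melanocyte-like and 4 Schwann-like cells. DP-, endothelial- and Langerhans and macrophage-like cells were each 0 of 2109, which allows a share of up to 0.175%. Among the 10 classes with at least 20 cells at P38, Dcn reached at most 0.889 CPM (in Proliferating-like cells), Col1a1 at most 15.1 (in HG-like cells) and Pecam1 at most 2.07 (in SG-like cells). With each library clustered on its own, 213 cells of P38 took the Langerhans and macrophage name from the antigen presentation genes Cd74, H2-Aa and H2-Ab1. Their Krt14 stood at 5740.2 CPM, and 94.4% of them lay in an unnamed epithelial cluster of the integrated data that Sostdc1, Aldh3a1 and Gata6 lead.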

In epithelial cells derived from the bulge stem cell region (marked by high Sox9 expression), we successfully resolved the HF-SCs (marked by Krt24 and Cd34), inner bulge niche (Niche) (marked by Fgf18), upper HF-SCs (marked by Lgr6), and hair germ (HG) progenitors (marked by Lgr5) (Figure 1D). 

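Sox9, a transcription factor that bulge stem cells need, was at 2499, 1571 and 1111 CPM in Niche-like and at 1038, 1072 and 669 in HF-SC-like cells at P38, 6 months and 12 months. In IFE basal-like cells it had 50.6 CPM at P38. HF-SC-like cells held Krt24, a keratin of quiescent bulge cells, at 589.9, 837 and 533 CPM and the surface glycoprotein Cd34 at 464, 675 and 656. Fgf18, a growth factor that keeps bulge cells quiescent, reached 82.9, 270 and 336 CPM in Niche-like cells. Lgr6 was highest in cluster 9, the candidate for upper HF-SCs, at 106, 79.5 and 172 CPM. Its relative Lgr5, which amplifies Wnt signals, had 176, 126 and 122 CPM in HG-like cells, and 158, 175 and 189 in HF-SC-like cells, so that its highest class was HG-like at P38 and HF-SC-like at 6 and 12 months. Apart from Sox9, these genes named the clusters. Cluster 9 has a marker of IFE basal cells (Fst) and none of its own among its top 10 genes, so it is compared by its number.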

Interestingly, we also discovered a cell population related to the Krt6+ population (Hsu et al., 2011), which displayed a unique transcriptome with enriched gap junction gene expression, among others (Figure 1D). 

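Gja1 (connexin 43, GRCm38 chromosome 10, 56377330 to 56402513) was at 3400.3 CPM in migNiche-like against 91.6 in Niche-like cells at P38, 4892 against 52.5 at 6 months and 945 against 25.8 at 12 months. Its log2 ratio averaged 5.65 ± 0.77 (SD, n = 3 libraries), higher in migNiche-like cells in 3 of 3. Gjb2 (connexin 26) had 173 against 8.19 CPM at P38, a log2 ratio of 4.40 (3.69 to 5.21). It was at 1227 CPM at 6 months and 417 at 12 months with 0 UMIs in Niche-like cells. The exact intervals put its log2 ratios there at 6.47 or more and at 4.04 or more. Gjb5 went the other way, with log2 ratios of -3.71 (-5.42 to -2.36) at P38 and -2.20 (-4.20 to 0.32) at 6 months. Gja1, Gjb2 and Gjb6 were among the 9 markers that named the migNiche-like cluster, and Gjb5 was not. Krt6a, the keratin of the inner bulge, was at 2779, 3394 and 1389.7 CPM in migNiche-like cells. At 12 months the 39 migNiche-like cells held 71960 UMIs in all.

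**Figure D2:**
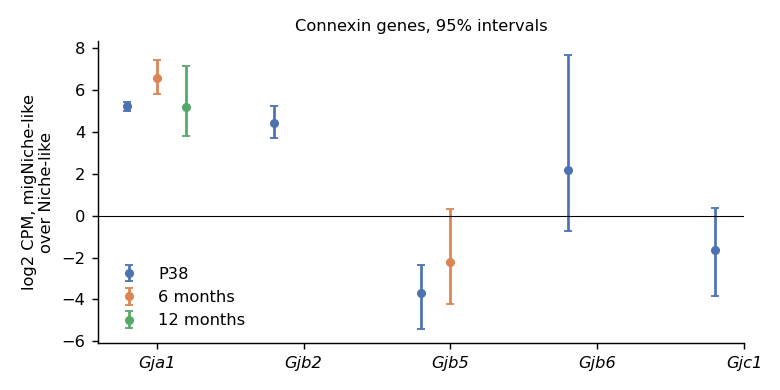
Log2 CPM ratio of migNiche- over Niche-like cells for 5 connexin genes, 1 point per library (P38, 6 months and 12 months) with 95% intervals from the counts. Genes with 3 or fewer UMIs in migNiche-like or 0 in Niche-like cells have no point, and Gja1 lies above 5 at each age while the P38 points of Gjb5 and Gjc1 lie below 0.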

We named this population as migratory Niche (migNiche), which is distinct from the inner bulge niche. Gene ontology (GO) analysis indicated enriched programmed cell death, cell projection, supramolecular fiber organization, cell junction and actin cytoskeleton organization in the migNiche compared to inner bulge niche cells (Supplementary Figure S1D; Supplementary Table S2).

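Cald1, which encodes the actin-binding protein caldesmon, and Fabp5, a fatty acid-binding protein of keratinocytes, were higher in migNiche- than in Niche-like cells in 3 of 3 libraries, with log2 ratios of 2.47, 5.90 and 4.04 and of 3.14, 6.55 and 5.30 at P38, 6 months and 12 months. Krt14 had 4.38, 5.29 and 7.14 and the upper follicle keratin gene Krt79 2.91, 2.97 and 7.21, and the 39 migNiche-like cells of 12 months had a median of 682 UMIs. Niche-like cells held no more than T cell-like cells of Krt14 at 12 months, at 45.2 against 86.9 CPM, of Krt79 at 6 and 12 months, at 7.50 and 12.9 against 19.9 and 20.5, and of Fabp5 at 6 months, at 67.5 against 109.5, so the ratios there are read as over background. Ptn, a heparin-binding growth factor of bulge cells, and Cd34 were lower in migNiche-like cells, with mean log2 ratios of -5.90 ± 0.87 and -5.50 ± 0.89 (SD, n = 3 libraries), and so was Aqp3, a water and glycerol channel, at -3.84, -8.84 and -4.32. Cmah, Sytl2, Dnmt3l and Klk7 were also among the 10 genes most raised in migNiche-like cells, and Sncg, Fgf18, Pcdh7, Adcy1, Tns1, Prlr and Tgm5 among the 10 most lowered. Tgm5 had -4.70, -7.07 and -2.80, and for each of the others 1 library or more held 0 UMIs in either class, so no ratio is given. Of the cell junction lists, the desmosome genes had a median log2 ratio of 0.69 (percentile 99.7) at P38, 0.29 (percentile 92.4) at 6 months and -0.13 (percentile 22.9) at 12 months. The tight junction genes had -0.53 (percentile 0.970), 0.11 (percentile 60.6) and 0.38 (percentile 72.6), and the gap junction genes, some of which named the cluster, -2.01 (percentile 0.0100), 1.63 (percentile 99.95) and 2.11 (percentile 99.99), with 2 of 6 higher in migNiche-like cells at P38, 3 of 6 at 6 months and 2 of 4 at 12 months. The genes of cell adhesion and the extracellular matrix had medians of -0.47 (percentile 0.0800), -0.31 (percentile 3.63) and -0.68 (percentile 0.655). The 16 measured pro-apoptotic genes stood at 0.059 (percentile 65.8) at P38 and 0.12 (percentile 78.1) at 6 months, and 8 of them at 0.021 (percentile 56.7) at 12 months. Of the 1531 genes of Table S2, 1526 were matched. The direction was that of the table for 1521 of 1524 measured at P38, 1203 of 1507 at 6 months and 632 of 1029 at 12 months. The table was made from a set of cells that includes these libraries and gave part of the markers, so it is not independent of them.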

**FIGURE 1:**
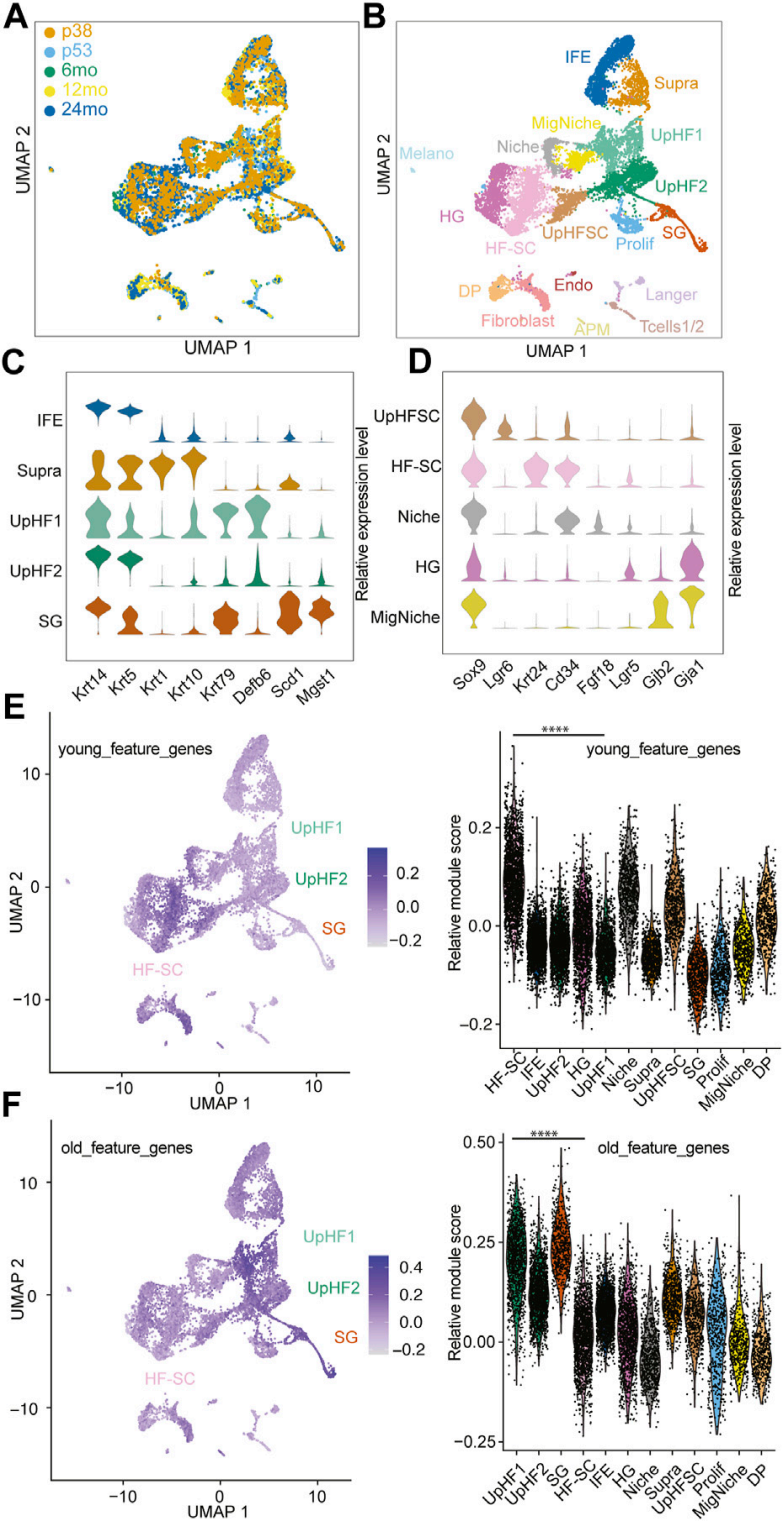
Single-Cell transcriptome of aging hair follicles. **(A)** Integration of scRNAseq samples from P38, P53, 6 months, 12 months, and 24 months. **(B)** UMAP visualization of all epidermal cell lineages. Color-coded by cell types. IFE, interfollicular epidermal basal cells; Supra, suprabasal cells; UpHF1/2, differentiated hair follicle cells in the upper portion; SG, sebaceous gland; UpHFSC, Lgr6+ HF-SCs; HF-SC, hair follicle stem cells; Niche, inner layer niche cells; HG, hair germ; MigNiche, migratory niche cells; DP, dermal papillae; Prolif, proliferating cells; Fibroblast, Fibroblast cells; Langer, Langerhans cells; Tcells1/2, T cells; APM, arrector pili muscle; Melano, melanocytes; Endo, endothelial cells. **(C,D)** Marker gene expression of different epithelial cell populations, interfollicular epidermal cells, upper hair follicles **(C)** and hair follicle stem cell compartment **(D)**. **(E,F)** Feature plot and violin plot of young **(E)** and old **(F)** feature genes sets. The young and old feature genes were genes enriched in young and old HF-SCs. The module scores were the average expression of aggregated feature genes on single cell level compared with control gene sets. The *p*-value of feature genes between UpHF1 and HF-SC population were calculated using wilcoxon rank sum test. ****: *p*-value <0.0001.

In previous aging studies of HFs, quantification of the SC population has typically relied on using cell surface markers specific to HF-SCs to quantify their numbers (Matsumura et al., 2016; Koester et al., 2021). However, several issues could interfere with the quantification. For example, it remains unclear whether these individual markers can accurately capture and quantify all HF-SCs during aging. In particular, aged HF-SCs may fail to express one or a few markers while still maintaining their SC functions. Therefore, a more unbiased analysis of cell population dynamics in HF lineages during aging is needed. In this study, we leveraged high-dimensional, scRNAseq datasets to annotate HF lineages, including HF-SCs, based on unsupervised clustering and curated annotation of a large set of genes. One challenge to quantify individual epithelial cell populations based on scRNAseq results was the variation in cell dissociation during sample preparation. For example, dermal cells were scraped before enzymatic digestion, resulting in less robust recovery of dermal cells in scRNAseq datasets (Supplementary Figure S1E). Because the 10X scRNAseq platform randomly samples up to 10,000 cells per assay, the percentage of cells from different populations could be affected by the different efficiency in cell dissociation and recovery. To minimize this effect, we restricted our compositional analysis to anatomically close lineages. We made the assumption that these closely situated epithelial cells are more likely to be exposed to the same dissociation conditions and thus maintain their relative proportions. Therefore, comparison of these local populations should more accurately reflect their composition during aging. In support of this view, our analysis revealed that the composition of IFE cells remained largely constant during aging (Supplementary Figure S1F). In contrast, the relative percentage of inner bulge niche cells in the bulge region decreased during aging (Supplementary Figure S1F). This observation was consistent with intravital live imaging data, which showed the reduced inner bulge niche in miniaturized HFs in aged mice (Zhang et al., 2021).

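IFE basal-like cells made up 66.7% (62.1 to 71.1) of the IFE basal- and suprabasal-like cells at P38 (293 of 439), 57.5% (51.3 to 63.6) at 6 months (149 of 259) and 73.6% (70.9 to 76.3) at 12 months (771 of 1047). The interval of 6 months overlaps that of P38 and lies below that of 12 months. IFE basal-like cells fell into a larger cluster with Krt14, Krt5, Mt2, Thbs1 and Ly6a among its detected markers and a smaller one led by Wnt16, a Wnt ligand. The smaller one held 7.97% (5.62 to 10.9) of the IFE cells at P38, 5.02% (2.70 to 8.43) at 6 months and 18.2% (15.9 to 20.7) at 12 months. Under reciprocal PCA integration the share at 6 months was 30.4%, and it lay below those of the other ages there too. Without integration the shares were 60.5% at P38, 60.2% at 6 months and 49.5% at 12 months, so that 6 months lay above 12 months.

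**Figure D3:**
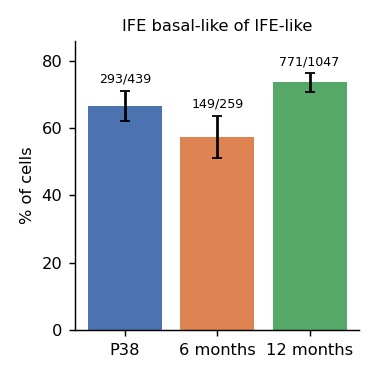
Share of IFE basal- and suprabasal-like cells (%) that were IFE basal-like, 1 bar per age (P38, 6 months, 12 months). Error bars are 95% binomial intervals, cell numbers are written above the bars, and the bar of 6 months is the lowest.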

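Niche-like cells, which carry Fgf18, Bmp6 and Tgm5, made up 29.1% (25.5 to 33.1) of the bulge cells (Niche-like, HF-SC-like and cluster 9) at P38, 22.5% (15.8 to 30.3) at 6 months and 11.3% (7.46 to 16.2) at 12 months, from 167 of 573, 31 of 138 and 25 of 221 cells. The intervals of P38 and 12 months do not overlap, while that of 6 months overlaps both. Cluster 9, in which Lgr6 is highest, took 32.3% (28.5 to 36.3) of the bulge cells at P38, 29.7% (22.2 to 38.1) at 6 months and 45.7% (39.0 to 52.5) at 12 months. HF-SC-like cells took 38.6% (34.6 to 42.7), 47.8% (39.3 to 56.5) and 43.0% (36.4 to 49.8). Without cluster 9, Niche-like cells were 43.0%, 32.0% and 20.8% of Niche- and HF-SC-like cells. Asking for at least 1000 genes per cell gives 12.4% at 6 months.

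**Figure D4:**
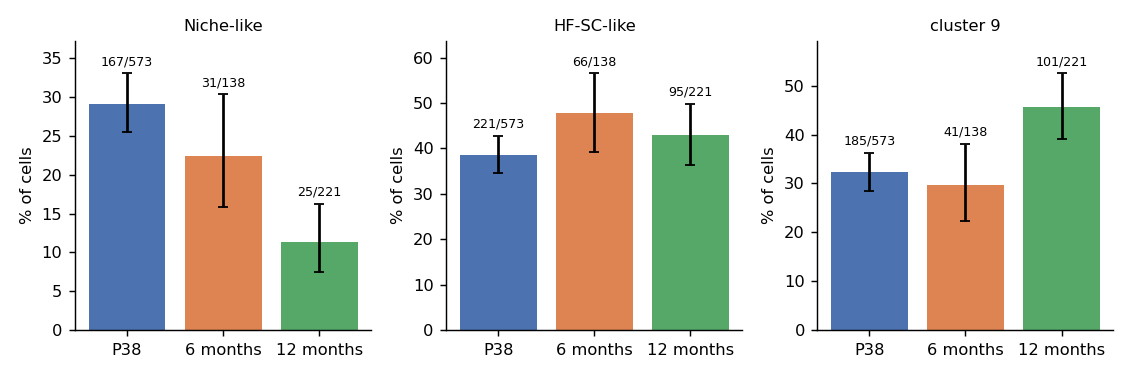
Shares of bulge cells (%) at P38, 6 months and 12 months, in separate panels for Niche-like cells, HF-SC-like cells and cluster 9. Each panel has 1 bar per age with its 95% binomial interval and cell numbers above, and the Niche-like bar is lowest at 12 months.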

To investigate the patterns of gene expression changes in HF-SCs during aging, we extracted differentially expressed genes in HF-SCs from published bulk RNAseq data obtained from young (6 months) and old (24 months) mice (Ge et al., 2020) (Supplementary Table S3). When we mapped the genes enriched in young HF-SCs onto our integrated scRNAseq datasets, we found that HF-SCs had the highest expression of these genes associated with young HF-SCs (Figure 1E). 

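Cd34 and Ccn2, a matricellular growth factor, are among the 111 young feature genes of Table S3 that were matched. Ccn2 was at 624, 329 and 499.6 CPM in HF-SC-like cells and at 3.69, 6.07 and 5.85 in UpHF-like cells at P38, 6 months and 12 months. The mean young feature score of HF-SC-like cells lay above that of UpHF-like cells in 3 of 3 libraries, by 0.173 at P38, 0.156 at 6 months and 0.123 at 12 months. The mean difference was 0.151 ± 0.0254 (SD, n = 3 libraries; exact sign-flip permutation test, two-sided p = 0.25, the smallest that 3 libraries allow). Among 10 epithelial classes and clusters HF-SC-like cells scored highest at P38 and 6 months. At 12 months Niche-like cells scored 0.0805 and HF-SC-like cells 0.0652. With each cell thinned to 3000 UMIs the mean difference was 0.119 ± 0.0202. Of the list, 2 genes are bulge markers and 1 is an upper hair follicle marker that also named clusters.

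**Figure D5:**
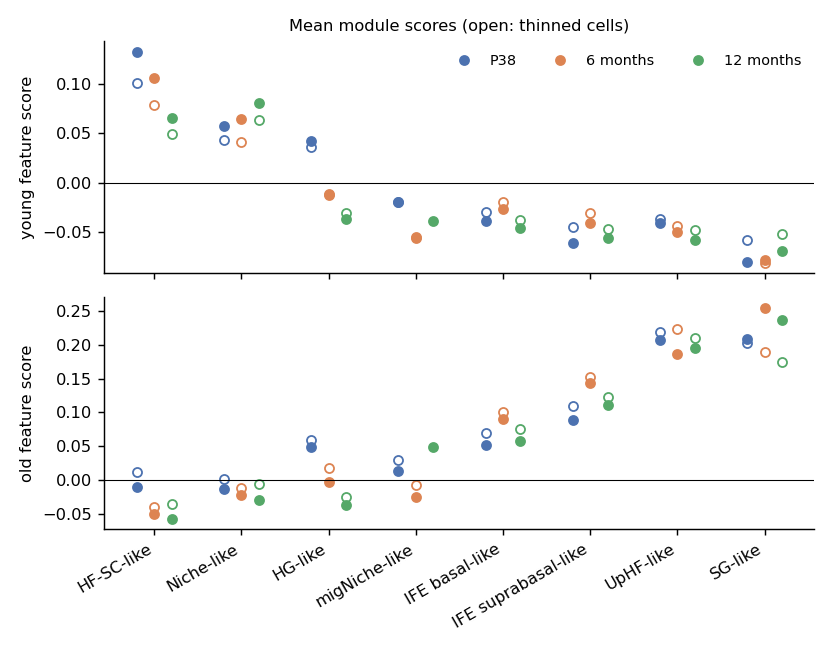
Mean score of the young (top) and old (bottom) feature genes by class at P38, 6 months and 12 months. Filled points are unthinned cells and open points cells thinned to 3000 UMIs, in score units, and HF-SC-like cells lie above UpHF-like cells in the top panel and below them in the bottom panel at each age.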

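Cst6, a cysteine protease inhibitor of the cornifying epithelium, Defb6, a defensin, and Krt79 belong to the 117 old feature genes of Table S3. Cst6 reached 54391, 97754 and 22512 CPM in UpHF-like cells at P38, 6 months and 12 months, and Krt79 6767, 8428 and 6158. These 3 genes also helped to name the UpHF-like clusters. The mean old feature score was 0.209, 0.255 and 0.237 in SG-like cells and 0.207, 0.187 and 0.196 in UpHF-like cells, and these were the highest and the next highest of 10 epithelial classes and clusters in each library. UpHF-like cells lay above HF-SC-like cells by 0.236 ± 0.0180 (SD, n = 3 libraries; higher in 3 of 3; exact sign-flip permutation test, two-sided p = 0.25). Thinned to 3000 UMIs, the difference was 0.239 ± 0.0289. Thinning left out 2, 39 and 9 UpHF-like and 6, 54 and 46 SG-like cells at P38, 6 months and 12 months, and the thinned SG-like scores were 0.203, 0.190 and 0.174, below the thinned UpHF-like scores of 0.219, 0.224 and 0.210.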

Surprisingly, when we mapped the genes enriched in old HF-SCs onto the same integrated scRNAseq datasets, we found that Upper HF lineages, including epithelial cells from sebaceous gland and infundibular regions, showed the highest expression of these genes associated with old HF-SCs (Figure 1F). Further considering only the HF-SC populations, we validated that the old and young HF-SC gene signatures were indeed enriched in the corresponding conditions (Supplementary Figure S1G). These findings suggest a tantalizing possibility that aging HF-SCs acquire additional HF lineage features, in this case Upper HFs, while still maintaining their general HF-SC features. This observation is also consistent with spatial features of upward migration of HF-SCs during aging (Matsumura et al., 2016; Zhang et al., 2021). Collectively, these data provide molecular evidence that HF-SCs are gradually acquiring gene signatures associated with the upper hair follicle lineages during aging.

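In HF-SC-like cells the mean young feature score was 0.132 at P38, 0.106 at 6 months and 0.0652 at 12 months, with SDs over cells of 0.0614, 0.0742 and 0.0616. Thinned to 3000 UMIs it was 0.1004, 0.0783 and 0.0496, with 3, 2 and 1 cells left out. The old feature score was -0.0105, -0.0510 and -0.0574, and 0.0117, -0.0402 and -0.0364 when thinned. Between 6 and 12 months 96 young feature genes were measured, with a median log2 ratio of 0.34 (percentile 99.2), 69 of them higher at 6 months. Sorbs2, an actin-associated adaptor, was at 115 against 8.84 CPM and Angptl7, a secreted angiopoietin-like factor, at 2.73 against 50.1. Of 84 old feature genes, 47 were higher at 6 months, with a median of 0.34 (percentile 99.0). Phlda1, which is induced by many growth signals, stood at 1331 against 159 CPM and the neurotrophin gene Bdnf at 149 against 17.7, while Serpinb11 had 0 UMIs at 6 months and 109 CPM at 12 months. The 6 and 12 months difference in the old feature score turned its direction under other settings, and without thinning it was 0.00635. That in the young score turned without integration, to -0.00226. In the same cells the 13 genes that dissociation induces had a median log2 ratio of 1.36 (percentile 99.9) for P38 over 12 months. The study's 24 months library was not analysed here.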

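In HF-SC-like cells Krt17 and Krt80, keratins that upper hair follicle cells share with other follicle and epidermal cells, were at 519, 1253 and 769 and at 57.1, 105 and 98.7 CPM at P38, 6 months and 12 months. Gata6, a transcription factor of the sebaceous duct, was at 2.79 (1.28 to 5.30), 2.73 (0.330 to 9.85) and 10.3 (4.15 to 21.3) CPM. Cst6 stood at 152 (139 to 166), 134 (109 to 163) and 20.6 (11.3 to 34.6) CPM, Defb6 at 47.8, 8.18 and 4.42, and Krt79 at 26.1, 10.9 and 5.89. In droplet data RNA freed from other cells adds UMIs, and T cell-like cells, which should lack these 3 genes, held 196 (149 to 253) and 15.3 (3.16 to 44.8) CPM of Cst6, 13.3 (3.62 to 34.0) and 10.2 (1.24 to 37.0) of Defb6 and 19.9 (7.31 to 43.3) and 20.5 (5.57 to 52.4) of Krt79 at 6 and 12 months. The HF-SC-like levels of Cst6, Defb6 and Krt79 at these ages are therefore read as background. Krt17 and Krt80 were above their T cell-like levels of 209 and 10.2 and of 3.32 and 0 CPM, and in IFE basal-like cells Krt80 had 50.4, 98.2 and 77.2. Of the 7 upper hair follicle markers measured at 6 and 12 months, Cst6 and Krt17 among them, 7 were higher at 6 months, with a median log2 ratio of 0.81 (percentile 92.0). Of 8 measured at P38 and 12 months, 5 were higher at P38, with a median of 1.85 (percentile 100), and free RNA enters both medians through Cst6 and Krt79 and this one through Defb6 too. The median for 6 over 12 months is the ratio of Krt79, from 8 and 4 UMIs, and Defb6 (6 and 3 UMIs) and Gata6 (2 and 7) fell under the minimum of 10 counts there. The 9 bulge stem cell markers had a median of 0.30 (percentile 85.3) for 6 over 12 months, with Krt15 at 19798 against 11638 CPM. The paper proposes that aging HF-SCs take on upper hair follicle signatures.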

### Trajectory of hair follicle stem cell states during aging

We next leverage our scRNAseq datasets across multiple time points to examine the trajectory of HF-SCs during aging. Because the P38 sample was derived from catagen, which is a transient stage between the growing anagen phase and the quiescent telogen phase, we only used this sample as a reference for catagen signatures. We extracted HF-SCs from the integrated scRNAseq datasets that were derived from P53, 6 months, 12 months, and 24 months samples. Upon re-clustering these HF-SCs, we observed a bifurcating trajectory with 6 months and 24 months cells residing at each branch (Figure 2A). This distinct pattern was notably different from those of upper HF lineages, which largely overlapped with each other (Supplementary Figure S2A). 

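Over 1264 genes, the SD of the log2 CPM ratio of HF-SC-like cells was 0.936 between P38 and 6 months, 1.09 between P38 and 12 months and 0.855 between 6 and 12 months (ranges over 100 draws 0.820 to 1.05, 0.986 to 1.24 and 0.792 to 0.957). In UpHF-like cells, the Krt79, Cst6 and Defb6 lineage, it was 0.928, 1.07 and 1.14. Each value used 33 cells thinned to 188565 UMIs, so that depth was equal. Random splits of the cells of 1 library into equal groups gave 0.523, 0.538 and 0.582 in HF-SC-like and 0.574, 0.691 and 0.639 in UpHF-like cells at P38, 6 months and 12 months. UpHF-like cells came from 2 clusters in different proportions. The cluster led by Defb6 and Krt79 held 78%, 57.2% and 92% of them, and the other is led by the kallikreins Klk6 and Klk10. In the cluster led by Defb6 and Krt79 alone the values were 0.823 between P38 and 6 months, 1.02 between P38 and 12 months and 0.965 between 6 and 12 months (ranges 0.719 to 0.924, 0.881 to 1.16 and 0.823 to 1.11). Without integration the HF-SC-like value minus the UpHF-like one was -0.247 from P38 to 6 months and -0.321 from P38 to 12 months, against 0.00788 and 0.0211. The trajectory in the paper rests on P53 and 24 months cells too, which were not analysed here.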

To minimize the possibility of algorithm-dependent artifacts, we used an independent, partition-based graph abstraction (PAGA) algorithm (Wolf et al., 2019) that preserves global topology of scRNAseq dataset to generate the cell trajectory. We still observed a similar pattern of bifurcation between 6 months and 24 months datasets when we obtained the single cell embedding results (Supplementary Figure S2B). In addition, since these clusters were derived from the same sample set, it is likely that the observed differences were caused by cluster-specific aging trajectories rather than systemic differences, such as sex bias. Given that both 6 months and 24 months samples were female, this further argued against the idea that the bifurcating pattern could be due to sex biases within the samples.

**FIGURE 2:**
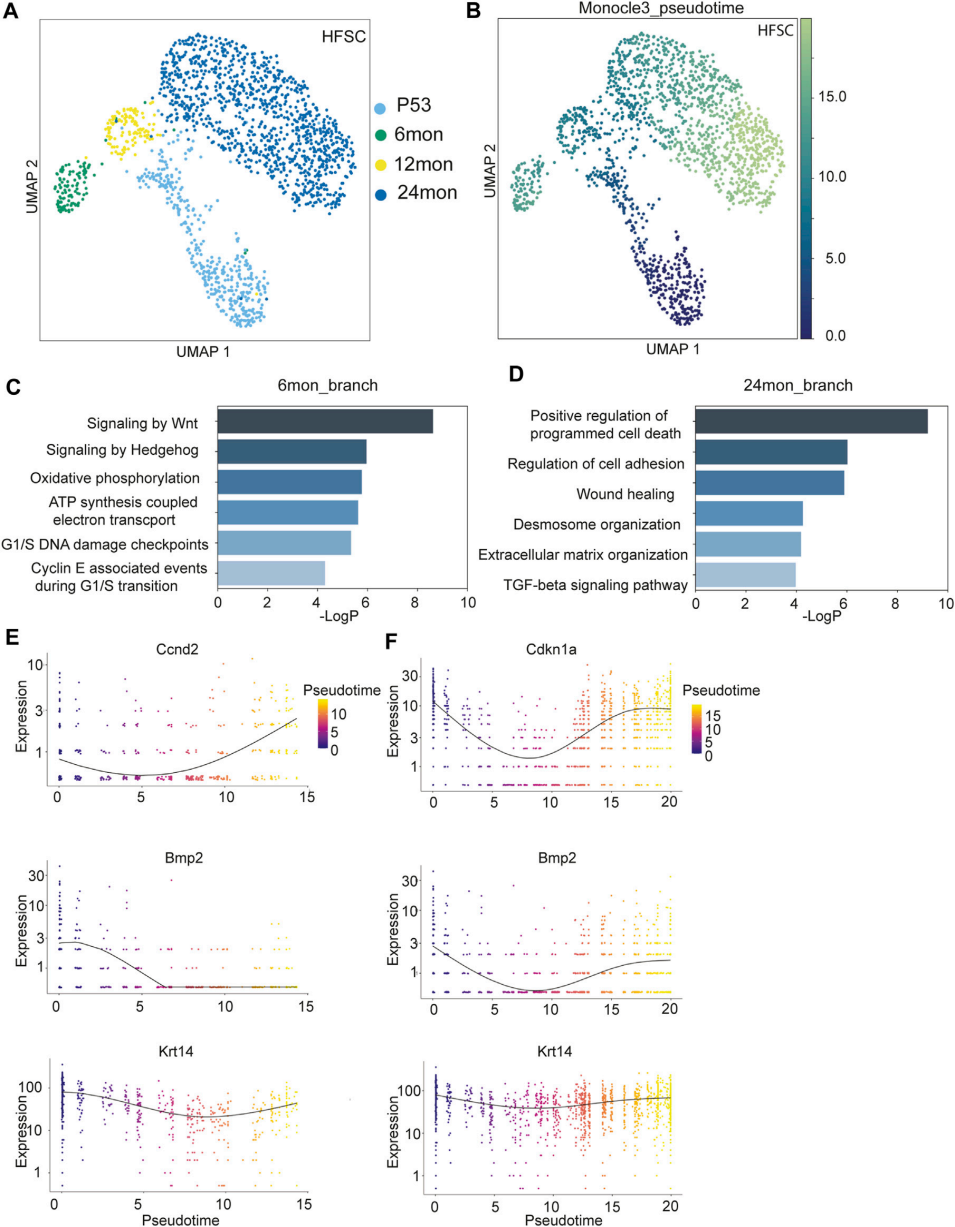
Transcriptomic analysis of HF-SCs aging. **(A)** UMAP visualization of HF-SCs, color coded by samples. **(B)** UMAP visualization of HF-SCs color-coded by pseudo-time. **(C,D)** Highly enriched gene ontology (GO) terms of 6 months **(C)** and 24 months **(D)** branch cells. **(E,F)** Selected gene expression plot along the pseudotime trajectory of 6 months **(E)** and 24 months **(F)** branch cells.

To better understand the transcriptomic dynamics along these two trajectories, we used Monocle3 (Cao et al., 2019) to order the HF-SCs in pseudo-time with P53 cells as the root (Figure 2B). We separated the cells into two groups based on their branches in the trajectory (Supplementary Figures S2C, D) and compared the transcriptome of 6 months and 24 months samples on each branch. GO analysis for genes associated with the 6 months sample uncovered enriched signaling pathways, including Wnt/hedgehog signaling, which are associated with anagen HF-SC activation and proliferation (Hsu and Fuchs, 2012; Hsu et al., 2014), metabolic pathways, including oxidative phosphorylation and ATP synthesis coupled electron transport, and cell cycle G1/S checkpoints (Figure 2C; Supplementary Table S4). These signatures were consistent with the notion that the 6 months sample was isolated from mostly anagen skin. On the other hand, the GO signatures of the 24 months HF-SCs were enriched for positive regulation of programmed cell death, altered extracellular matrix and cell adhesion and wound healing (Figure 2D; Supplementary Table S4). Furthermore, these aged HF-SCs were enriched for pro-inflammatory signals such as TNFα and IL2-Stat5 signaling (Supplementary Figure S2E, F). These data reveal an elevated state of inflammation in aged skin. It is plausible that this activated immune program could be responsible for clearing out escaped HF cells in aged skin (Zhang et al., 2021). Additionally, these data also indicate that the stages of the hair cycle, particularly the anagen phase during which HF-SCs self-renew, could influence the cell state and transcriptome of HF-SCs.

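Set beside 12 months, HF-SC-like cells of 6 months had 21 of 31 measured Wnt genes at a higher level, with a median log2 CPM ratio of 0.41 (percentile 98.2). It was 0.33 (percentile 90.2) with RPCA anchors and 0.24 (percentile 82.0) with the highest Scrublet scores removed, and at percentile 95.3 with means over cells and 97.3 with at least 1000 genes per cell, all within the range of random lists. Sfrp1, a secreted Wnt antagonist, was at 1847 against 908 CPM, a log2 ratio of 1.02 (0.89 to 1.16), the Wnt co-receptor gene Lrp6 at 131 against 50.1 and Tcf7l1, a repressor that keeps bulge cells quiescent, at 57.3 against 19.2. Of 10 Hedgehog genes, 3 were higher at 6 months, with a median of -0.31 (percentile 0.590), which was -0.039 (percentile 25.7) over the 5 members with at least 50 counts and -0.68 (percentile 0.0900) without integration, and at percentile 2.66 with means over cells. Gas1, a Hedgehog co-receptor, was at 1105 against 488 CPM and Gli1, the transcriptional target and effector of the pathway, at 2.73 against 33.9 from 2 UMIs at 6 months. The log2 ratios were 1.18 (0.99 to 1.37) for Gas1 and -3.34 (-6.76 to -1.62) for Gli1. The 76 nuclear genes of oxidative phosphorylation had a median of 0.0080 (percentile 0.380), with 38 higher at each age, and the median was -0.18 when mitochondrial and ribosomal protein genes were left out of the total. The cytochrome oxidase subunit gene Cox4i1 was at 728 against 986 CPM, a log2 ratio of -0.44 (-0.60 to -0.27), and the complex I subunit Ndufs4 at 92.7 against 53.1. Of 13 genes of the G1/S transition, 11 were higher at 6 months, with a median of 0.34 (percentile 71.7), or 0.10 (percentile 36.7) with RPCA anchors, while the cyclin D1 gene Ccnd1 was at 19.1 against 76.6 CPM. Of the genes that Table S4 gives for 6 months against 24 months, 991 were measured and 799 were higher at 6 than at 12 months, with a median of 0.40 (percentile 100). Those given for 24 months had a median of 0.071 (percentile 1.87). These tables were made from a set of cells that includes the 6 months library. The 13 immediate early and heat shock genes that dissociation induces had a median of 0.66 (percentile 99.5). Over all 8987 genes the median was 0.15, from 66 cells with 733216 UMIs at 6 months and 95 cells with 678551 at 12 months, and leaving out mitochondrial and ribosomal protein genes shifts every ratio by -0.19.

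**Figure D6:**
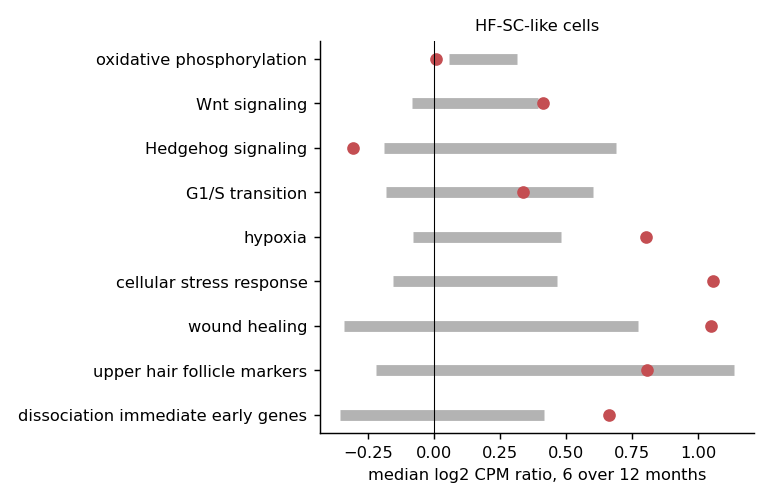
Median log2 CPM ratio (6 over 12 months) of each gene list in HF-SC-like cells, 1 row per list. Red points are the medians and grey bars the 95% range of 10000 random lists of the same size and similar expression, and the Wnt median lies above its bar and that of Hedgehog signaling below its bar. The oxidative phosphorylation median of 0.0080 also lies below its bar. It is -0.18 without mitochondrial and ribosomal protein genes in the total, a change that shifts every ratio by -0.19.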

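C2cd4b was at 60.0 CPM in HF-SC-like cells at 6 months with 0 UMIs at 12 months, a log2 ratio of at least 3.40. Has2 (GRCm38 chromosome 15, 56665627 to 56694539), which makes hyaluronan, was at 124 against 5.89 CPM, a log2 ratio of 4.23 (2.99 to 6.30). Nppc, the precursor of C-type natriuretic peptide, stood at 143 against 8.84, the mitochondrial carrier gene Ucp2 at 549.6 against 51.6, and Dbi (chromosome 1, 120113280 to 120121078), an acyl-CoA-binding protein, at 2514 against 461 with a log2 ratio of 2.44 (2.27 to 2.62). Higher at 12 months was Cxcl1, a neutrophil chemokine with 0 UMIs at 6 months and 51.6 CPM at 12 months. Its log2 ratio of 6 over 12 months was -3.28 or lower. Hpgd, which degrades prostaglandins, was higher at 12 months too, at 124 against 2.73. So was Cdkn1c (chromosome 7, 143458339 to 143461050), the cell cycle inhibitor p57, at 53.1 against 1.36. The log2 ratios of 6 over 12 months, from 2 and 1 UMIs at 6 months, were -5.19 (-8.57 to -3.61) for Hpgd and -4.72 (-10.62 to -2.71) for Cdkn1c. Them5, Pdlim4, Hsph1, Hist1h2bc and Nfil3 were the other genes in the 10 with the largest ratios toward 6 months, and Aldh3a1, Gm26802, Wdcp, Rasd1, Sms, Sncg and Prxl2a those toward 12 months. Each had at least 50 CPM in the higher library, separate Poisson intervals and a ratio in IFE basal-like cells that was opposite or much smaller. The libraries differ in sex and age as well as in hair cycle stage. The paper proposes from its 6 and 24 months branches that the hair cycle, above all anagen, could shape the state and transcriptome of HF-SCs.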

To probe more deeply into the transcriptomic changes along the bifurcating trajectory, we examined the 6 months branch, which represent the telogen (P53) to anagen (6 months) transition, and the 24 months branch, which represent the aging trajectory of typical telogen HF-SCs, by using Monocle3 (Cao et al., 2019) (Supplementary Figures S2C, D). 

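Ccnd2 (cyclin D2, GRCm38 chromosome 6, 127125162 to 127152193) was at 81.6, 184 and 58.9 CPM in HF-SC-like cells at P38, 6 months and 12 months. Its log2 ratio was 1.64 (1.12 to 2.19) for 6 over 12 months and 1.17 (0.86 to 1.48) for 6 months over P38. Cdkn1a (chromosome 17, 29090976 to 29100727), the cyclin-dependent kinase inhibitor p21 that p53 and stress induce, was at 479 (456 to 504), 259 (224 to 299) and 128 (103 to 158) CPM. It was lower at 6 months than at P38, with a log2 ratio of -0.89 (-1.11 to -0.67), and higher than at 12 months, at 1.02 (0.64 to 1.40). Of the 13 measured genes of quiescence, 8 were higher at 6 than at 12 months, with a median log2 ratio of 0.31 (percentile 83.6). Id3 and Id2, targets of BMP signals, were at 949 against 1579.8 and at 786 against 391 CPM. P53 cells, the root of the trajectory in the paper, were not analysed here.

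**Figure D7:**
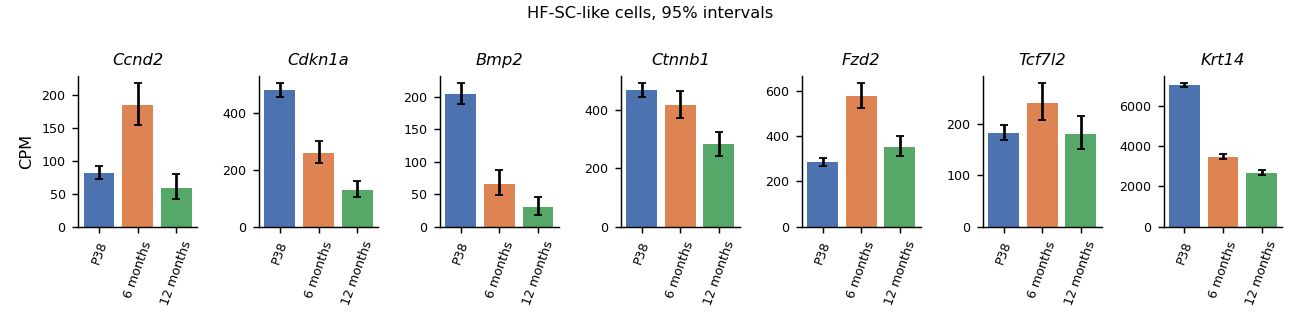
CPM in HF-SC-like cells of Ccnd2, Cdkn1a, Bmp2, Ctnnb1, Fzd2, Tcf7l2 and Krt14 at P38, 6 months and 12 months, 1 panel per gene with its own linear axis. Error bars are 95% Poisson intervals, and Ccnd2 is highest at 6 months while Cdkn1a, Bmp2 and Krt14 are highest at P38.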

Along the 6 months trajectory, cyclin genes responsible for the G1/S transition (Ccnd2) was upregulated, while cell cycle inhibitor (Cdkn1a) showed reduced expression, further corroborating the status of activated HF-SCs in the 6 months sample (Figure 2E). In addition, Wnt signaling components (β-catenin, Fzd2, Tcf7l2) gradually increased expression (Supplementary Figure S2G) while Bmp2 levels were reduced as expected for anagen HF-SCs (Plikus et al., 2008) (Figure 2E). 

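Fzd2, a Wnt receptor (GRCm38 chromosome 11, 102604396 to 102608058), was at 284 (266 to 303), 576 (522 to 633) and 352 (309 to 399.8) CPM in HF-SC-like cells at P38, 6 months and 12 months, with log2 ratios of 1.02 (0.85 to 1.18) for 6 months over P38 and 0.71 (0.48 to 0.94) for 6 over 12 months. Tcf7l2, a transcription factor that binds β-catenin, was at 183, 241 and 181 CPM, with ratios of 0.40 (0.15 to 0.64) and 0.41 (0.073 to 0.76). Ctnnb1, which encodes β-catenin, was at 468, 416 and 281, with ratios of -0.17 (-0.35 to 0.0083) and 0.56 (0.30 to 0.83), so that its level at 6 months was not separated from that at P38. Bmp2 (chromosome 2, 133552159 to 133562885), a ligand that holds bulge cells in quiescence, was at 205 (189 to 221), 65.5 (48.3 to 86.8) and 29.5 (18.0 to 45.5) CPM. Its log2 ratio was -1.64 (-2.10 to -1.22) for 6 months over P38 and 1.15 (0.37 to 1.98) for 6 over 12 months. These ratios carry the counting error of 66 cells at 6 months.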

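Krt14, the basal keratin gene (GRCm38 chromosome 11, 100203162 to 100207548), was at 7070.2 (6979 to 7163), 3486 (3352 to 3624) and 2692 (2570.4 to 2819) CPM in HF-SC-like cells at P38, 6 months and 12 months. The log2 ratio was 0.37 (0.29 to 0.46) for 6 over 12 months, -1.02 (-1.08 to -0.96) for 6 months over P38 and 1.39 (1.32 to 1.46) for P38 over 12 months. In Niche-like cells Krt14 was at 866, 442 and 45.2 CPM, and in T cell-like cells, which should lack it, at 212 at 6 months and 86.9 at 12 months, so that its Niche-like level at 12 months is read as background. The ratio for 6 over 12 months was 0.19 with mitochondrial and ribosomal protein genes left out of the total and 0.73 with each library clustered on its own.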

In both trajectories, Krt14 expression level was relatively stable and used as internal control. To gain insights into global gene expression patterns, we employed Monocle3 to categorize the genes into distinct clusters using Louvain community analysis. This analysis identified two clusters demonstrating different patterns along the temporal trajectory (Supplementary Figures S3A, B) on the 6 months branch (Supplementary Table S5). Cluster1, containing 2,614 genes, showed a consistent increase in expression levels along the trajectory, whereas Cluster2, with 1,520 genes, exhibited a diminishing expression pattern. From these clusters, we discerned that gene signatures associated with metabolic stress (Cluster 1, Supplementary Figure S3C) and decreased cell adhesion and tight junction (Cluster 2, Supplementary Figure S3D) emerge as early as the 6 months mark in HF-SCs.

In the 24 months aging trajectory, expression of genes associated with quiescence, such as Bmp2 and Cdkn1a, was elevated toward the end point of 24 months (Figure 2F), consistent with the notion that aged HF-SCs mostly rest in the prolonged quiescent state (Keyes et al., 2013; Ge et al., 2020; Zhang et al., 2021). The co-expression analysis revealed two distinct and oscillating patterns along the trajectory from P53 to 12 months–24 months. Cluster1, containing 2,515 genes, displayed a gradual increase in expression followed by a decrease (Supplementary Figure S3E), whereas Cluster2, with 1,743 genes, showed a pattern with an initially high expression level followed by downregulation and subsequent recovery (Supplementary Figure S3F; Supplementary Table S6). Interestingly, the cluster1 genes were enriched for GO terms similar to those of the 6 months branch, including oxidative phosphorylation, Wnt signaling and cell cycle checkpoints (Supplementary Figure S3G). Furthermore, Runx1 transcriptional regulation was increased in Cluster1 genes, which has been previously reported to promote activation of HF-SCs (Hoi et al., 2010; Lee et al., 2013). This analysis also revealed a strong enrichment for reactive oxygen species (ROS) in Cluster1 genes, which was not evident in direct comparisons (Supplementary Figure S3G). Given the similarity between the genes of Cluster1 and those of the 6 months (anagen) branch, this analysis suggests that anagen-associated gene signatures gradually diminish during the prolonged telogen phase associated with aging. The cluster2 genes, which demonstrated a pattern of reduced expression followed by recovery, were enriched for the regulation of cell adhesion and migration (Supplementary Figure S3H). Prior comparisons between P53 and 24 months samples have also revealed a downregulation of cell adhesion and the extracellular matrix (ECM) (Ge et al., 2020; Zhang et al., 2021). These dynamic patterns, as detected by our analysis with higher temporal resolution, likely indicate an active yet insufficient effort by HF-SCs to restore cell adhesion and the ECM microenvironment during aging. Taken together, these results underscore the existence of a dynamic, rather than linear, pattern in the gene expression program of HF-SCs during aging.

### Trajectory of inner bulge niche cell states during aging

The analysis of inner bulge niche cell composition revealed a reduction in their population during aging (Supplementary Figure S1E). To investigate the cellular state dynamics of the Niche cells, we subsected the Niche population from all samples and re-clustered them. Interestingly, unlike the bifurcating patterns observed in HF-SCs, the Niche cells exhibited a linear progression from P53 cells to 24 months cells (Figure 3A). In support to these results, the force-directed graph also displayed a similar linear progression (Supplementary Figure S4A). This linear trajectory, in contrast to the bifurcating pattern observed in HF-SCs, suggests that the aging trajectory of the Niche cells is different from those of HF-SCs.

**FIGURE 3:**
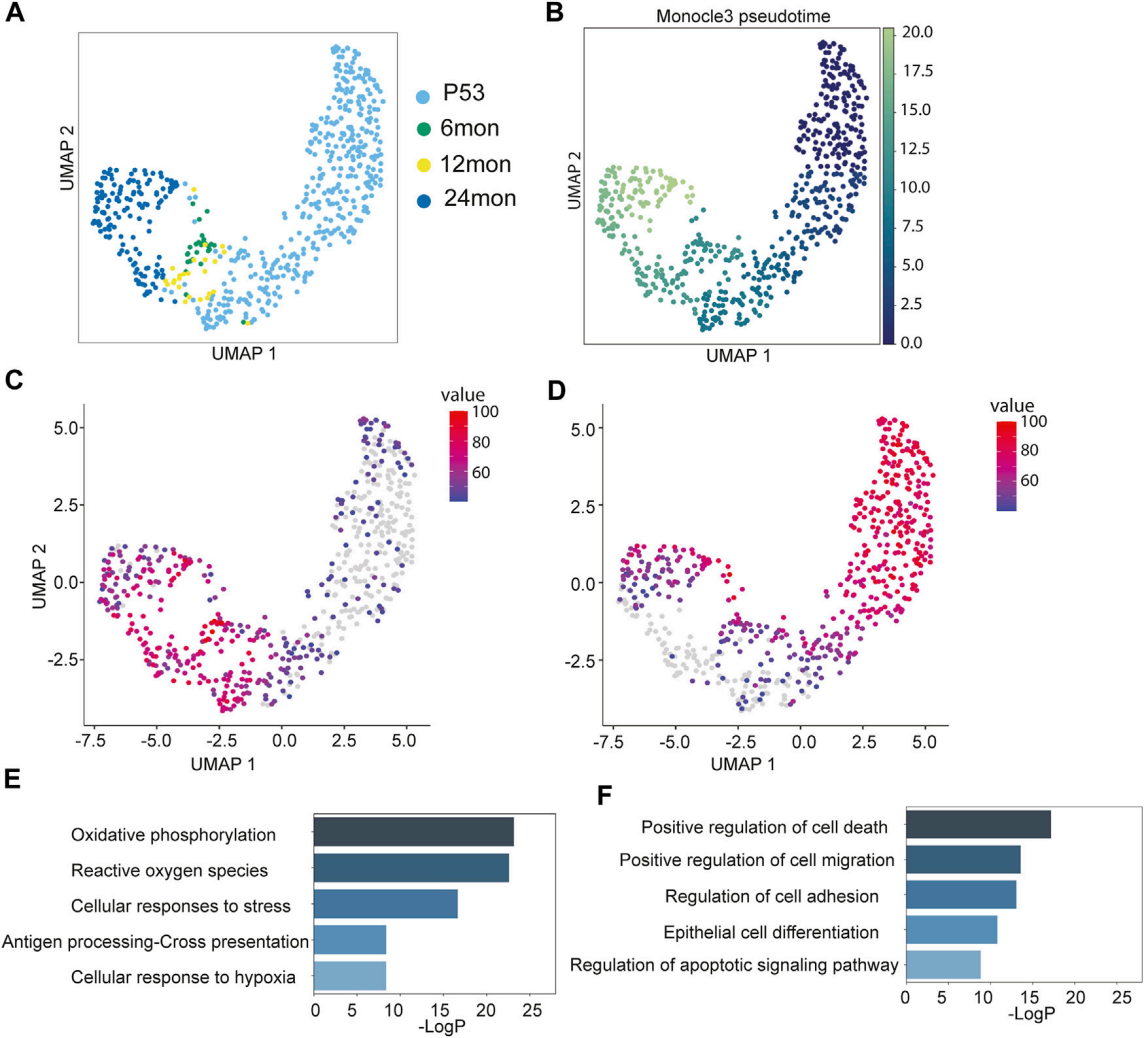
Aging trajectory of the Niche cells. **(A)** UMAP visualization of Niche cells during aging, color-coded by samples. **(B)** Monocle3 pseudo-time plots of aging Niche cells color-coded by pseudo-time values. **(C,D)** Aggregated expression of genes modules in different co-expression modules along the aging Niche cells. **(E,F)** Enriched GO terms of gene modules corresponding to **(C)** and **(D)**.

To further determine transcriptomic dynamics of Niche cells, we employed Monocle3 to generate the pseudo-time trajectory and calculate the pseudo-time value for individual Niche cells. Consistent with the linear progression pattern, the 24 months cells had the highest pseudo-time values, followed by the 6 months/12 months cells that had intermediate values, whereas P53 cells had the lowest pseudo-time value as the root (Figure 3B). Because the pseudo-time analysis recapitulated the physiological age of the Niche cells, this enabled us to infer the changes along the aging process. The analysis of covaried gene expression changes identified three distinct patterns. Among them, Cluster1, containing 1,699 genes, and Cluster2, containing 1,581 genes, turned on or off later in the trajectory, respectively (Figures 3C, D). In contrast, Cluster3, containing 158 genes, largely maintained gene expression across all stages (Supplementary Figure S4B). The Cluster1 genes, which were elevated during aging, showed an increase in oxidative phosphorylation, reactive oxygen species (ROS), stress response, antigen presentation and hypoxia (Figure 3E). This trajectory suggests that the Niche cells may accumulate gene expression associated with stress response. 

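B2m and H2-D1, parts of the class I antigen presentation complex, were higher at 12 than at 6 months in Niche-like cells. They stood at 832 against 1544 and 667 against 1557 CPM (6 against 12 months), with log2 ratios of -0.89 (-1.16 to -0.62) and -1.22 (-1.51 to -0.94), and 9 of 14 measured genes were higher at 12 months (median -0.18 (percentile 7.93)). Of 76 oxidative phosphorylation genes, 45 were higher at 12 months, with a median log2 ratio of -0.12 (percentile 0.445), or -0.052 (percentile 4.89) with the highest Scrublet scores removed and -0.065 (percentile 3.29) with RPCA anchors, within the range of random lists. With means over cells it was -0.011 (percentile 2.17). The ATP synthase subunit Atp5g1 was at 146 against 336 CPM. For P38 over 12 months the median of the list was -0.42 (percentile 0). Genes of defence against reactive oxygen species were split, with 10 of 20 higher at each age and a median of -0.011 (percentile 22.9), and the superoxide dismutase Sod1 was at 45.0 against 129. Hypoxia genes also went both ways, at -0.011 (percentile 36.8), and the median was 0.39 (percentile 76.0) over the 7 members with at least 50 counts. Egln3, an oxygen sensor, was at 210 against 38.8 CPM and Mif, a cytokine, at 821 against 1214. The stress response genes were higher at 6 months, 13 of 15, with a median of 1.01 (percentile 100). The heat shock genes Hspb1 and Hspa1b stood at 5197 against 2429 and 1845 against 510.3 CPM. This rise was not particular to Niche-like cells. The stress list was also above its random lists in HF-SC-, IFE basal-, SG-, Proliferating-, HG- and Langerhans and macrophage-like cells (percentiles 100, 99.89, 99.92, 99.87, 97.53 and 99.85). It lay within them in UpHF-, IFE suprabasal-, T cell- and Fibroblast-like cells (percentiles 93.36, 81.41, 77.9 and 72.38). In Niche-like cells the genes that dissociation induces, which include Hspa1b, had a median of 0.12 (percentile 84.9). The Niche-like values rest on 31 cells with 266667 UMIs at 6 months and 25 cells with 154825 at 12 months. The P53 and 24 months cells of the trajectory were not analysed here. The paper gives its 6 and 12 months Niche cells intermediate pseudo-time values together, so it states no change between these ages.

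**Figure D8:**
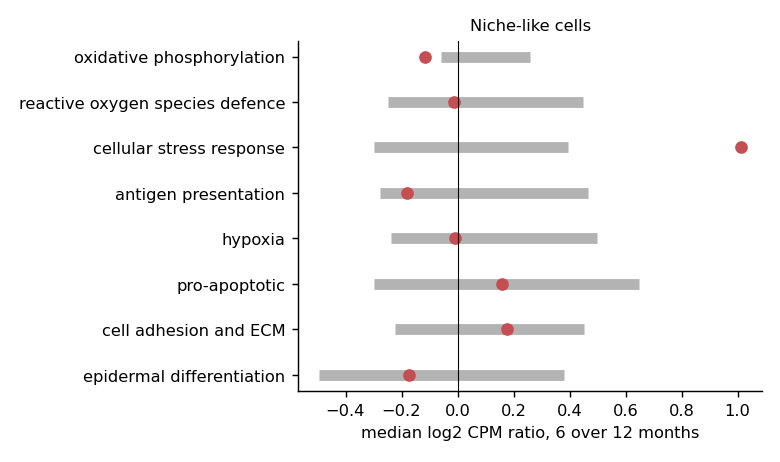
Median log2 CPM ratio (6 over 12 months) of each gene list in Niche-like cells, 1 row per list. Red points are the medians and grey bars the 95% range of 10000 random lists of the same size and similar expression, and the stress response median lies above its bar while that of oxidative phosphorylation lies below it.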

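Of 19 measured genes of cell adhesion and the extracellular matrix, 12 were higher at 6 than at 12 months in Niche-like cells, with a median log2 CPM ratio of 0.18 (percentile 69.5). Itga6, the integrin α6 of hemidesmosomes, was at 199 against 38.8 CPM and Postn, a matricellular protein, at 630.0 against 956. The 7 desmosome genes had a median of 0.15 (percentile 70.2), with Perp at 3439 against 2706. Of 9 pro-apoptotic genes, 6 were higher at 6 months (median 0.16 (percentile 49.9)). The Bcl2 relatives Bok and Bad went apart, at 225 against 123 and 26.2 against 77.5 CPM. Epidermal differentiation genes had a median of -0.17 (percentile 24.9), with 2 of 8 higher at 6 months. For P38 over 12 months their median was 0.92 (percentile 99.9), with 11 of 14 higher at P38. The cornified envelope gene Sprr1a was at 401 against 1531 CPM and Sbsn, a secreted protein of the suprabasal epidermis, at 4309 against 3319.9. The medians of these 4 lists for 6 over 12 months lay within the 95% range of their random lists.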

The Cluster2 genes, which diminished during aging, were enriched for genes associated with cell death, cell migration, cell adhesion and epidermal differentiation pathways (Figure 3F).

Unlike HF-SCs, whose gene expression patterns seem to fluctuate during aging, the Niche cells appear to accumulate gene expression associated with cellular stress. These signatures could indicate a relatively fragile state of the Niche cells that continuously declines during aging. These observations position the Niche cells as promising targets for future functional investigation into HF aging.

### Integrative analysis of single-cell RNA sequencing and single-cell ATAC sequencing

scRNAseq has a limitation of poor detection rate for lowly expression genes, including transcription factors (TFs), which are critical for cell fate specification and cell state maintenance. In contrast, single-cell ATAC sequencing (scATACseq) can infer transcription factor activity based on patterns of chromatin accessibility (Buenrostro et al., 2013; Wang et al., 2016; Fan et al., 2018; Zhang et al., 2021). To understand the multi-modality of HF aging, we performed scATACseq on P28 (young, male), 12 months (middle age, male), and 24 months (old, female) samples. After initial processing (Supplementary Figures S5A, B; Supplementary Table S1), we selected cells with a number of fragments overlapping peaks between 3,000 and 100,000, with more than 40% reads in peaks, and a blacklist ratio less than 0.025. Furthermore, we calculated the transcriptional start sites (TSS) enrichment signal and nucleosome signal per cell by using signac (Stuart et al., 2021) to filter out cells with low TSS and high nucleosome signal. We sequenced approximately 20,492 cells from all samples (Figures 4A, B) with a similar sequencing saturation rate (63.6%–64.1%). Interestingly, P28 samples had approximately 20 K fragments in peak regions per cell after filtering, while 12 months and 24 months samples each had around 10 K fragments with the similar sequencing depth. This finding unveils the widespread closure of chromatin accessible region as early as 12 months in epithelial cells of the skin. This corroborates similar observations detected by bulk ATAC-seq in a recent study (Koester et al., 2021).

**FIGURE 4:**
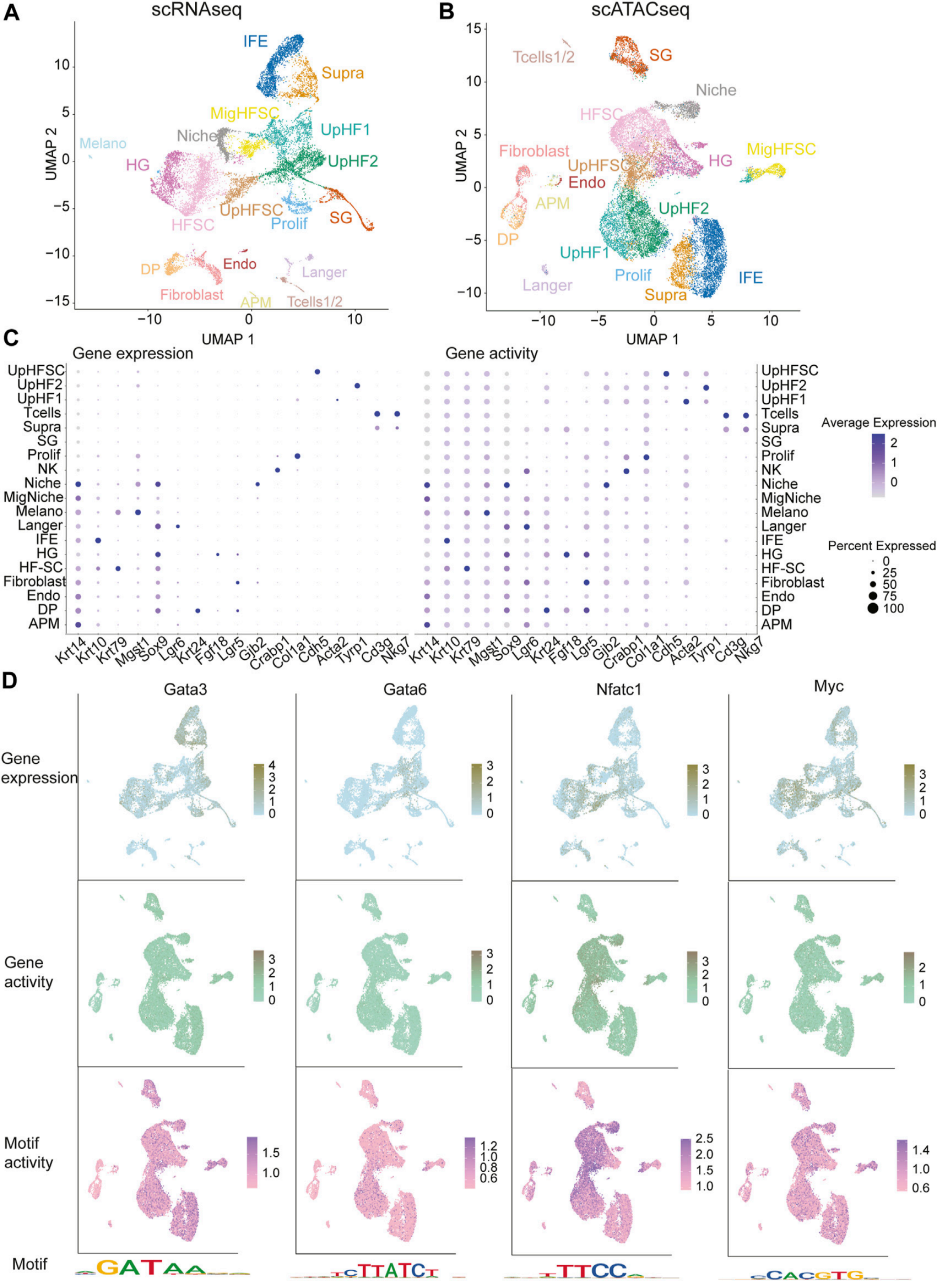
Integration of scRNAseq and scATACseq data. **(A,B)** UMAP visualization of integrated scRNAseq and scATACseq data, color-coded by cell populations. **(C)** Dotplot of marker genes expression in scRNAseq (left) and inferred gene activities in scATACseq (right). Gene expression levels were indicated by color intensity. Dot size represents the percentage of cells with the inferred activities. **(D)** Gene expression, inferred gene activities, motif activities and motif plots of lineage specific transcription factors.

To capture high-confidence peaks in all samples for analysis, we pooled all cells from each sample and assembled them into a collective bulk ATAC dataset for peak calling. In total, we detected 178,454 peaks in P28, 111,246 peaks in 12 months, and 145,689 peaks in 24 months samples, confirming the reduction of open chromatin regions in middle-aged and old samples. To facilitate the integration of all scATACseq data, we combined peaks across all samples. To find integration anchors from all samples, we applied signac (Stuart et al., 2021) to project all samples into a shared low-dimensional space using reciprocal latent semantic indexing (LSI). In this processing, we excluded the first component because it was highly correlated with sequencing depth (Supplementary Figures S5C, D).

As scRNAseq datasets have been successfully employed to annotate all epithelial cell populations of adult skin (Joost et al., 2016; 2020), we used scRNAseq as a reference and mapped the scATACseq data onto it to aid cell type identification (Figures 4A, B; Supplementary Figures S5E–G). The comprehensive collection of samples obtained from comparable stages allowed us to perform an integrative analysis of gene expression using scRNAseq data, gene activities by counting open chromatin fragments from scATACseq data overlapping with the gene body and located in the upstream region of the TSS, and motif enrichment by conducting TF motif analysis in scATACseq datasets. Remarkably, a strong Pearson correlation was observed between marker gene expression obtained from scRNAseq and predicted gene activity derived from scATACseq for each cluster (Supplementary Figure S5H), validating our integrative analysis. Interestingly, while open chromatin signatures (dot size) showed similar signals across the epithelial cells, predicted gene activities (color) showed a stronger correlation with unique gene expression levels in each cell population (Figure 4C, right panel). These data suggest that open chromatin signatures *per se* do not predict transcriptional output, but predicted gene activities serve as a more reliable indicator of transcription. We note that proliferating cells in scRNAseq data failed to map onto the scATACseq space, a finding that has been reported previously (Trevino et al., 2021). This result further illuminates the disparity between open chromatin signatures, transcriptional activity, and gene expression levels.

Next, we calculated lineage-specific TF motif activity using Chromvar (Schep et al., 2017). As expected, gene expression levels, predicted gene activity, and motif activity all demonstrated enrichment for lineage-specific TFs. For IFE and UpHF populations, Gata3, Gata6, Jun, and Grhl1 all exhibited high expression levels along with high motif activities (Figure 4D; Supplementary Figures S6A, B), which is consistent with their biological functions in these skin lineages. 

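Gata3, a regulator of epidermal differentiation, was at 376, 486 and 474 CPM in IFE suprabasal-like and 251, 516 and 381 in IFE basal-like cells at P38, 6 months and 12 months, against 94.0, 155 and 88.4 in HF-SC-like cells. Gata6 reached 60.4, 65.7 and 94.9 in UpHF-like cells. It was higher still in cluster 9 at 12 months, at 129.9 (108 to 155) CPM. Grhl1, which drives desmosomal and barrier genes, had 135, 179 and 121 in UpHF-like and 28.2, 9.55 and 5.89 in HF-SC-like cells, and 222 in inner root sheath and hair shaft-like cells at 6 months. Jun, an immediate early gene that dissociation also induces, was at 787, 1517 and 4004 in UpHF-like and 3418, 3169.6 and 1833 in HF-SC-like cells. UpHF-like cells were the lowest of 10 classes for Jun at P38, where HG-like cells had 4422 CPM. IFE basal-like cells had the highest Jun of 14 classes at 6 months, at 3346 CPM, and UpHF-like cells the highest of 16 at 12 months. The motif activities of these factors come from scATACseq data, which were not analysed here.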

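Lhx2, a transcription factor that maintains bulge stem cells, was at 291, 724 and 587 CPM in HF-SC-like cells at P38, 6 months and 12 months against 26.2, 11.1 and 38.2 in UpHF-like cells. Nfatc1, which holds bulge cells in quiescence, was at 175, 119 and 95.8 against 97.0, 48.0 and 43.3, and was highest in cluster 9 at 328, 239 and 241. Sox9 was at 675, 605 and 438 CPM in UpHF-like cells, below HF-SC-like cells in each library. Lhx2 and Nfatc1 were among the markers that named the HF-SC-like cluster, and inner root sheath and hair shaft-like cells held more Lhx2 than HF-SC-like cells at 12 months, at 651 CPM. Niche-like cells held 150.0, 480.0 and 607 CPM of Lhx2 and 228, 116 and 155 of Nfatc1, above HF-SC-like cells in Lhx2 at 12 months and in Nfatc1 at P38 and 12 months.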

For the bulge HF-SCs, Sox9, Nfatc1, and Lhx2 signals were significantly enriched (Figure 4D; Supplementary Figure S6C). We also noted that motif activities and gene expression levels showed higher lineage specificity than the predicted gene activities, underscoring the importance of functional measurement of gene expression. 

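Rbpj, the DNA-binding partner of Notch (GRCm38 chromosome 5, 53466152 to 53657362), was at 95.2 (84.9 to 106), 108 (85.3 to 134) and 94.3 (72.6 to 120.4) CPM in HF-SC-like cells at P38, 6 months and 12 months, from 307, 79 and 64 UMIs. UpHF-like cells had 60.7, 38.4 and 45.1 CPM. The highest levels were 176 in T cell-like cells at 6 months and 163 in Langerhans and macrophage-like cells at 12 months.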

Interestingly, even TFs that were lowly expressed and not robustly detected in scRNAseq, such as Rbpj, displayed strong signals in motif activities, as shown in Supplementary Figure S6D.

### The dynamics of chromatin accessibility during hair follicle aging

To investigate the epigenetic changes that occur during HF aging, we analyzed published young and old bulk ATACseq datasets to identify differentially accessible regions (Koester et al., 2021) (Supplementary Figure S7). This analysis led to an unexpected discovery when we mapped these differentially accessible regions onto our scATACseq data. The open chromatin regions that were more accessible in young HF-SCs were enriched across all epithelial populations, including both stem cells (SCs) and differentiated cells, as shown in Figure 5A; Supplementary Figure S6E. However, the open chromatin regions that were more accessible in old HF-SCs were primarily open in HF-SCs, particularly in HF-SCs from old mice, as shown in Figure 5B; Supplementary Figure S6F. This finding suggests that HF-SCs gradually close some chromatin regions that are universally open in epithelial lineages during aging (Figure 5C), possibly indicating the limited differentiation potential in old HF-SCs. Conversely, the chromatin regions that became open in old HF-SCs were specific to these cells, likely reflecting their unique epigenetic changes during aging (Figure 5D).

**FIGURE 5:**
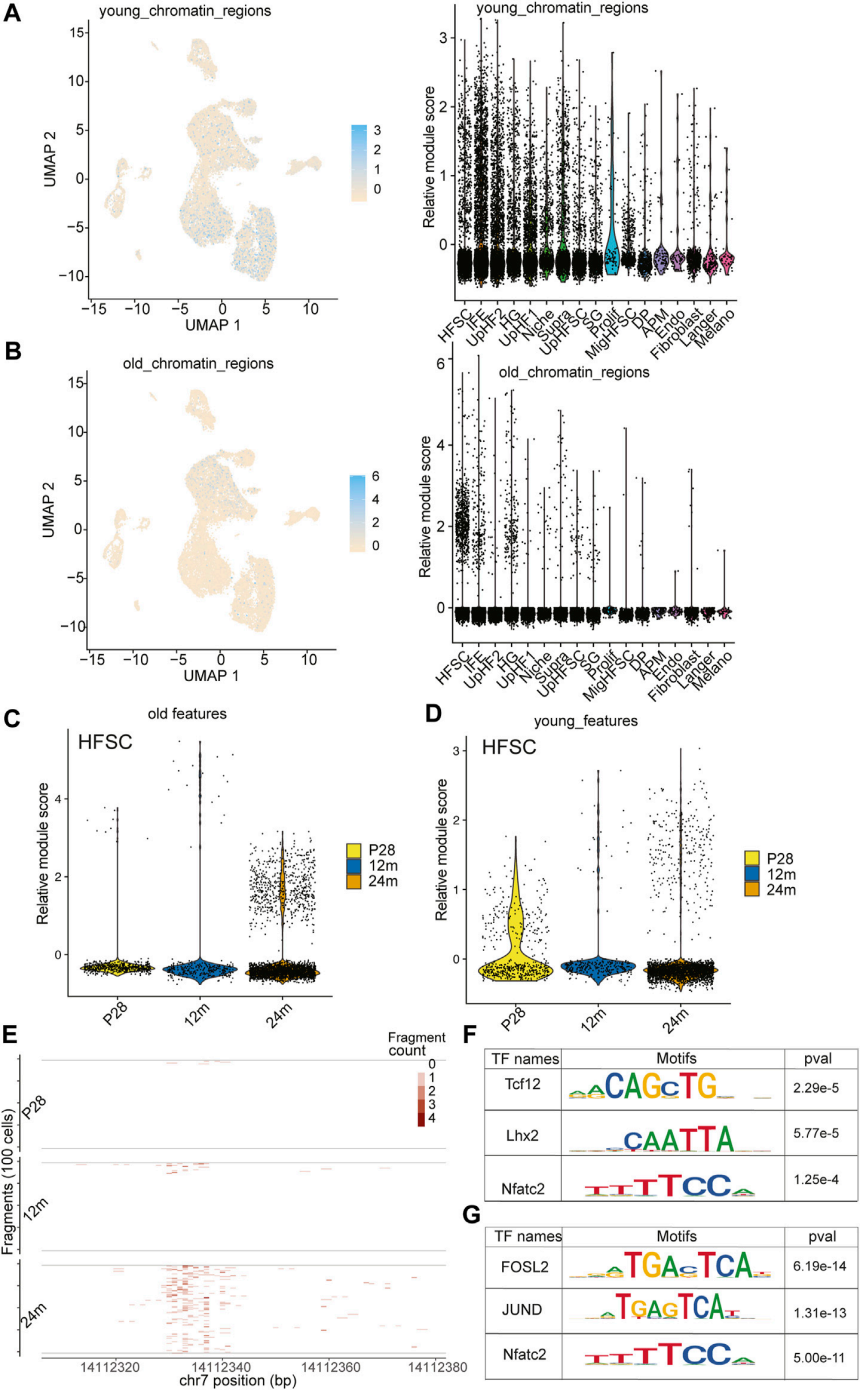
Open chromatin dynamics during HF-SC aging. **(A)** Feature plot and violin plot of open chromatin regions enriched in young HF-SCs. **(B)** Feature plot and violin plot of open chromatin regions enriched in old HF-SCs. **(C,D)** Violin plot of young and old open chromatin features in HF-SCs of different samples. **(E)** Example tileplot of chromatin regions gradually open during aging. **(F,G)** Enriched motifs in young and old HF-SC open chromatin regions.

To better understand the transcriptional regulation underlying these chromatin changes, we investigated the motif enrichment of the differentially accessible regions (Figure 5E). Interestingly, the regions in old HF-SCs were enriched for the motif of Lhx2 (Figure 5F), which is required for quiescence control and cell fate maintenance of HF-SCs (Folgueras et al., 2013), whereas the regions enriched in young HF-SCs harbor Jun and Fosl2 motifs (Figure 5G). Overall, these findings shed light on the chromatin accessibility dynamics during HF aging and provide a genomic reference to study the maintenance of HF-SC functions during aging.

## Discussion

### Cell type specific changes of transcriptome during hair follicle aging

In this study, we have profiled single-cell transcriptome of the skin from young, middle-age and old mice. This strategy has allowed us to gain new insights into transcriptome dynamics of HF-SCs through the hair cycle as well as during aging. Previous studies have examined the aging process of HF-SCs by profiling FACS purified HF-SCs with bulk RNAseq (Matsumura et al., 2016) or the total skin populations by using scRNAseq of young and old skin (Ge et al., 2020; Zhang et al., 2021). By introducing intermediate samples to reflect the hair cycle differences and the progression of aging, our results have revealed unexpected results that different cell populations, such as HF-SCs and the inner bulge niche cells, have different changes in their transcriptome during aging. 

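In Niche-like cells Dusp2 (GRCm38 chromosome 2, 127336159 to 127338376), a phosphatase of MAP kinases, was at 439 against 6.46 CPM at 6 and 12 months, from 1 UMI at 12 months, a log2 ratio of 5.51 (3.58 to 11.40). Samd5, Ndufa4l2 and Inava, with 0 UMIs at 12 months, were higher at 6 months, with log2 ratios of at least 2.30, 2.15 and 1.60. Defb6 (chromosome 8, 19225478 to 19228209) was higher at 12 months, at 911 against 11.2 CPM from 3 UMIs at 6 months, a log2 ratio of -6.12 (-8.63 to -4.76), and was at 912 CPM at P38. T cell-like cells held 10.2 CPM of Defb6 at 12 months. Higher at 12 months too was Ccn2, at 123 against 11.2, also from 3 UMIs, a log2 ratio of -3.26 (-5.85 to -1.68). Other genes named by the same rule were Exoc5, Hba-a1, Nrep, Mir17hg and Pvt1 toward 6 months and Gm26802, Gm17056, Lsmem1, Pdlim2, Bub3, Timm50, Nfia and Camk2n1 toward 12 months. Hba-a1 is a hemoglobin gene of erythrocytes. Of the 20 genes that the rule selects in Niche-like cells, 18 were measured in HF-SC-like cells and 16 had the same direction there. Of the 20 it selects in HF-SC-like cells, 11 were measured in Niche-like cells and 8 had the same direction, and 1 gene, Gm26802, was selected in both. The difference between the cell types was not tested.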

The aging-associated alterations in the transcriptome of HF-SCs and their inner bulge niche cells are found to be more pronounced than in the Upper HF lineages. This observation could be attributed to the more dynamic changes experienced by HF cells during the hair cycle, compared to the relative stability of the Upper HF cells. 

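Between 6 and 12 months, the SD of the log2 CPM ratio at equal depth was 1.04 in HG-like, 1.06 in IFE suprabasal-like and 0.879 in IFE basal-like cells. HG-like cells, which carry Lgr5, Gas1 and Dkk3, also had 1.11 between P38 and 6 months and 1.21 between P38 and 12 months, where IFE basal-like cells had 0.826 and 0.942. Niche-like cells were fewer than 50 at 6 and 12 months and were left out of this measure.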

HF-SCs, located in the bulge area of the hair follicles, are known for their ability to undergo cyclic phases of quiescence and activation in response to various signals but also experience prolonged quiescence during aging (Yi, 2017). As such, the transcriptomic profile of these cells is expected to show considerable variations over time, in particularly the association of the hair cycle. Indeed, we detected bifurcating trajectories of HF-SC cell state, likely caused by the hair cycle stages in addition to the *bona fide* aging process (Figures 2A, B). Interestingly, between HF-SCs and the niche cells, the niche cells showed a more linear progression of transcriptomic changes whereas HF-SCs show more dynamics in their transcriptome, some of which may be explained by the hair cycle stages. These findings suggest that different cell lineages respond to the aging process differently. The concept of differential aging process, the underlying mechanism and their implication in aging should be examined carefully in functional studies in the future.

### Rethinking hair follicle aging

The paradigm of SC senescence and exhaustion has been central to our understanding of aging (López-Otín et al., 2023). However, HF-SCs maintain their proliferative capacity and even showing signs of rejuvenation when exposed to a youthful dermis during aging (Ge et al., 2020). These intriguing observations suggest that the microenvironment plays an important role in determining the state and function of HF-SCs. Indeed, our recent study revealed that cell adhesion and ECM deposition by HF-SCs, controlled by FOXC1 and NFATC1 TFs, are critical for the integrity of the bulge HF-SC compartment (Zhang et al., 2021). Consistent with this view, our comprehensive longitudinal analysis uncovers that HF-SCs largely maintain their identity over time, while the inner bulge niche cells, which are known to regulate HF-SC function (Kimura-Ueki et al., 2012; Lay et al., 2016), undergo more profound and irreversible changes in their transcriptome. These changes in the inner bulge niche cells could potentially disrupt the microenvironment necessary for the maintenance and function of HF-SCs, signifying a form of “indirect aging” where the SCs performance is compromised not by their intrinsic aging but by the aging of their niche. Furthermore, our scRNAseq analysis has revealed an intriguing trend: aging HF-SCs begin to adopt transcriptomic signatures reminiscent of the upper HF lineages. This finding provides new insights into the shift in the identity of aging HF-SCs, potentially representing a form of “lineage infidelity” or “lineage drift” that may affect their functional integrity.

Complementing these transcriptomic changes, our scATACseq analysis has revealed alterations in the open chromatin landscape of aging HF-SCs. We observe reduced open chromatin regions in aging HF-SCs, which may reflect a compromise in their differentiation potential. Concurrently, we see an increase in open chromatin regions, which are likely associated with prolonged quiescence. These new insights thus provide a molecular basis to further examine and potentially reverse the aging process in experimental studies.

### Limitation of the study

One of the persistent challenges in longitudinal, single-cell studies is the batch effect. These variations can lead to spurious results, making it challenging to distinguish between true biological differences and technical artifacts. Although we have made considerable efforts to minimize these effects in our study, the limited number of samples for each time point may have inevitably introduced some batch-related variability. Another challenge is the potential confounding effects related to sex. Male and female mice may exhibit distinct cellular and physiological processes during aging. In our current study, we used a mixed cohort of male and female mice. While this approach has the advantage of capturing a broader spectrum of biological phenomena, it also introduces additional complexity. Differences observed might be due to sex-specific effects rather than, or in addition to, aging *per se*. Our study, therefore, underlines the importance of addressing these issues in future research.

## Methods

### Mice

All experiments were carried out following IACUC-approved protocols and guidelines at CU Boulder and Northwestern University. Mice were housed according to guidelines of the IACUC at a pathogen-free facility at University of Colorado at Boulder and at Northwestern University Feinberg School of Medicine. The K14-H2BGFP (E.Fuchs, Rockefeller University) mouse line was used for sorting epidermal cells. The samples used for scRNA sequencing include both male and females, P38, male; P53, female; 6 months, female; 12 months, male; 24 months, female. For scATAC samples, P28 and 12 months samples were male and 24 months sample was female.

### Tissue processing and fluorescence-activate cell sorting

Mice were euthanized and collected for dissection. We first shaved the hair coat and applied Nair hair removal lotion (Amazon, 22,339) for around 3 min. After wiping off the lotion and washing away leftover hair shafts, back skin was dissected, and subcutaneous fat was removed using a blade. As small part of the skin sample was embedded in OCT, and the remaining skin sample was minced and incubated with 0.25% collagenase (Worthington, LS004188) in 4–6 mL 1X HBSS buffer at 37°C for 2 h with rotation. A 5-mL serological pipet was used to further separate the epidermis from the dermis at the 1 h incubation time. After collagenase treatment, we added 10 mL cold PBS and centrifuged the sample at 400 g for 10 min at 4°C. The pellet was resuspended with pre-warmed 0.25% trypsin-EDTA (Gibco) for 8 min at 37°C, and the digestion was immediately blocked by adding 10 mL cold 1XPBS with 3% chelated PBS. Cells were incubated with appropriate antibodies for 1 h on ice. DAPI was used to exclude dead cells. Cells from K14-Cre-based experiments were isolated by enriching for DAPI-K14-H2BGFP + epidermal cells and DAPI-K14-H2BGFP- dermal cells.

### Bulk RNAseq analysis

Bulk RNAseq data from Fuchs group (Ge et al., 2020) (accession number GSE124901) were downloaded using SRA-toolkit (version 2.8.0) fastq-dump. The fastq files were then mapped to mouse genome (mm10) using Hisat2 (version 2.1.0) with options -p 32 --rna-strandness RF to generate sam files. The samtools (version 1.3.1) were used to convert samfile to bamfile. The final counts files were generated by htseq (version 0.9.1) with options -t exon -i gene_id --stranded = reverse -f.

### scRNAseq library preparation

Single cells from different age groups were collected from a flow cytometry-sorting machine with cell surface proteins and H2BGFP signals such that epidermal cells and hair follicle cells were at a 1:3 ratio. For each sample, around 2,000–5,000 cells were used for scRNAseq libraries. Libraries were prepared using the 10X Chromium Single Cell 3ʹ GEM, Library & Gel Bead Kit version 3 chemistry (PN-1000110). In brief, FACS-sorted cells were diluted to suggested concentration. The single cell suspension, single cell 3′gel beads and the reverse transcription mix were then incubated to generate gel beads emulsion and barcode. The resulting cDNA were pooled and amplified followed by library construction. The libraries were quality checked on an Agilent Bioanalyser 2,100 using the high sensitivity DNA kit (5067–4626).

### Upstream analysis of scRNAseq data

The Cell Ranger Single-Cell Software Suite was used to perform barcode processing and single-cell gene counting on demultiplexed raw sequencing data. The scRNAseq reads were mapped to the mouse (mm10) reference genome and quantified using cellranger count (version 3.0.1). The resulting barcodes, features and matrix files were used for downstream analysis. The scRNAseq output files from Fuchs group (Ge et al., 2020) was downloaded directly through GEO (accession number GSE124901).

### Downstream analysis of scRNAseq data

The barcodes, features and matrix files were loaded into Seurat (version 4.0.5) R (version 4.1.0) package for further analysis. The following criteria were used to filter out low quality cells:

200< nFeature_RNA<5,000 and percentage of mitochondrial <15%. After filtering, we have 2,109 cells for P38 sample, 3,827 cells for P53, 1847 cells for 6 months, 3,236 cells for 12 months and 3,072 cells for 24 months.

The count data was log-normalized and scaled to 10,000. The PCA analysis was based on top 2,000 variable genes. The nearest neighbors were computed based on the Euclidean distance in PCA space. To cluster the cells, the Louvain algorithm was implemented. Uniform manifold approximation and projection n (UMAP) was used for non-linear dimension reduction. To integrate all scRNAseq samples, the FindIntegrationAnchors function from Seurat takes all the Seurat object and identify anchor by utilize canonical correlation analysis (CCA) as initial dimension reduction. The integrated datasets were then scaled and clustered. To annotate each cluster, the FindAllMarkers function were used to identify cluster specific marker genes. The integrated datasets were then subsected based on cell types.

For scanpy (Wolf et al., 2018) (version 1.7.0) analysis, the Seurat object were converted to h5ad file using R packages (SeuratDisk, SeuratData). For PAGA analysis, sc.tl.paga was first used to compute the connectivity of clusters followed by sc.pl.draw_graph to get single-cell embeddings that are faithful to global topology.

For module score analysis, the differential expression gene lists from young and old HF-SC bulk RNAseq were imported in R. The young and old features include gene with basemean value greater than 600 and padj value less than 0.05. The module score was then computed using AddModuleScore function. The Wilcoxon rank sum test were used to compute significance between cell populations and samples.

For trajectory analysis, the pre-clustered cells from Seurat object were the converted to monocle object maintaining the UMAP information. The single-cell trajectory was then constructed by setting P53 samples as root and pseudo-time value was calculated by ordering cells along the trajectory. The specific branch of interest was chosen by setting the root cells as P53 and ending nodes as cells on the end of the branch. To find co-regulated genes modules along specific trajectory, the find_module_df function was used with resolution as 0.0001. Aggregated gene expression from different modules were then plotted. Note, the individual genes find in different modules might not reflect the aggregated pattern.

### scATACseq library preparation

The single cells solution of skin cells was generated the same as scRNAseq. In total, 10,000 cells from each sample were used for scATAC-seq preparation. Libraries were prepared using the 10X Chromium Single Cell ATAC Library & Gel Bead kit (PN-1000110).

In brief, cell nuclei were isolated, and nuclear suspension were incubated in a transposition mix to fragment DNA and add adaptor sequence to the end of DNA fragments. Single-nucleus resolution was achieved using 10X barcoded gel beads, partitioning oil and a master mix on a Chromium Chip E. Libraries were constructed using a 10X sample index plate and double size selected from 150 bp to 1000 bp. The final libraries were quality-checked with bio-analyzer before sequencing.

### Upstream analysis of scATACseq data

FASTQ files were collected from the sequencing facility and concatenated together. We used cellranger-atac (version 3.0.1) counts with the reference genome downloaded from the 10X Genomics website. The P28 sample was re-sequenced from the same library previously published and concatenated for this study. The 24 months sample was re-analyzed using cellranger-atac reanalyze to filter out low quality cells.

### Downstream analysis of scATACseq data

The fragment file, peak file and single-cell metadata were loaded into signac (Stuart et al., 2021) for downstream analysis. The peak file generated from cell-ranger was first used for quality control. The following criteria were used to filter out low quality cells:

3,000 < peak region fragments <100,000
percentage of reads in peaks >40%
blasklist ratio <0.025
nucleosome signal <4
TSS enrichment >2

After filtering, we have 6,784 cells for P28 sample, 5,263 cells for 12 months sample and 8,445 cells for 24 months sample.

The gene activity matrix was then calculated and added to the seurat object.

For integration, we first generate combined peaks containing peaks from all samples. To do this, the R1 and R3 reads file from the single cell sequencing were treated as bulk samples and then mapped to mouse reference genome and called peaks. The peaks files were then merged using bedtools (Quinlan and Hall, 2010). The combined peaks file was then used on all samples to regenerate the matrix counts file overlapping the genomic regions. The same filtering criteria were used followed by normalization, dimension reduction and clustering. For the UMAP dimension reduction, we excluded dimension 1 suggested by signac (Stuart et al., 2021). The samples were then first merged followed by standard processing. The integration anchors were then found followed by integration.

For the integration of scRNAseq and scATACseq, the processed scRNAseq and scATACseq data were loaded in Seurat. The gene activity matrix calculated from scATACseq and the variable genes from scRNAseq were used to find anchors. The cell annotation label from the scRNAseq were then transferred to scATACseq. The scRNAseq and scATACseq were then co-embedded for visualization. For Pearson correlation analysis, the predicted gene activity from scATACseq and gene expression from scRNAseq were averaged by each cell population. The top 200 variable genes from scRNAseq data were used to calculate the Pearson correlation score.

For the differential peaks, the annotated scATACseq data were used to find all markers based on cell types. For motif analysis, the JASPAR 2020 (Fornes et al., 2020) and TFBSTools (Tan and Lenhard, 2016) were loaded. The motif activities were calculated by chromvar (Schep et al., 2017). The differential activities were then computed by FindAllMarkers function.

### ATAC-seq and motif analysis

ATAC-seq reads (paired end) were aligned to the mouse genome (NCBI37/mm10) using Bowtie 2 (version 2.2.3) (Langmead and Salzberg, 2012). Duplicate reads were removed with Picard tools (http://broadinstitute.github.io/picard/).

Mitochondrial reads were removed, and peaks were called on each individual sample by MACS (version 2.0.9) (Zhang et al., 2008). Peaks from different ATAC-seq samples were merged for downstream analysis. *De novo* motif discovery was performed using HOMER (Heinz et al., 2010). Motif scanning was performed with MEME (5.0.3) (Bailey et al., 2015). BED files were converted to FASTA files by bedtools getfasta (Quinlan and Hall, 2010), and motifs discovered by HOMER were used to scan for instances in open-chromatin regions. HOMER motifs were also converted to MEME format with the R package from GitHub\\ (href{https://gist.github.com/rtraborn/e395776b965398c54c4d}). For IGV visualization (Robinson et al., 2011), we first concatenated all peaks from samples of interest and converted them into a GTF file, counted the number of reads mapped in peaks and then normalized all samples using “bedtools genomecov -scale” to obtain bedGraph files. Igvtools toTDF was used to obtain TDF files for final visualization.

### Differential expression analysis

The counts files were calculated from the BAM alignment file by HTSeq (Anders et al., 2015). Differentially expressed genes were determined using DEseq2 (Love et al., 2014) with an adjusted *p*-value cutoff of 0.05. GO analysis was performed using Metascape (Zhou et al., 2019). Selected GO terms were from Metascape results along with the gene list.

For gene set enrichment analysis (Subramanian et al., 2005), the differential expressed genes were ranked by expression value and fold change.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material. Datasets can also be found in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE227784.

# Supplementary material for: Single cell analysis of transcriptome and open chromatin reveals the dynamics of hair follicle stem cell aging
**Source:** Front Aging. 2023 Jul 3;4:1192149. doi: 10.3389/fragi.2023.1192149
**Supplement:** Supplementary file 4

**Supplementary Material for**

**Single cell analysis of transcriptome and open chromatin reveals the  
dynamics of hair follicle stem cell aging**

**Chi Zhang<sup>1,5</sup>, Dongmei Wang<sup>1,2,3</sup>, Robin Dowell<sup>4</sup> & Rui Yi<sup>1,2,3\*</sup>**

USA 60611

IL USA 60611

80309

**Figure S1**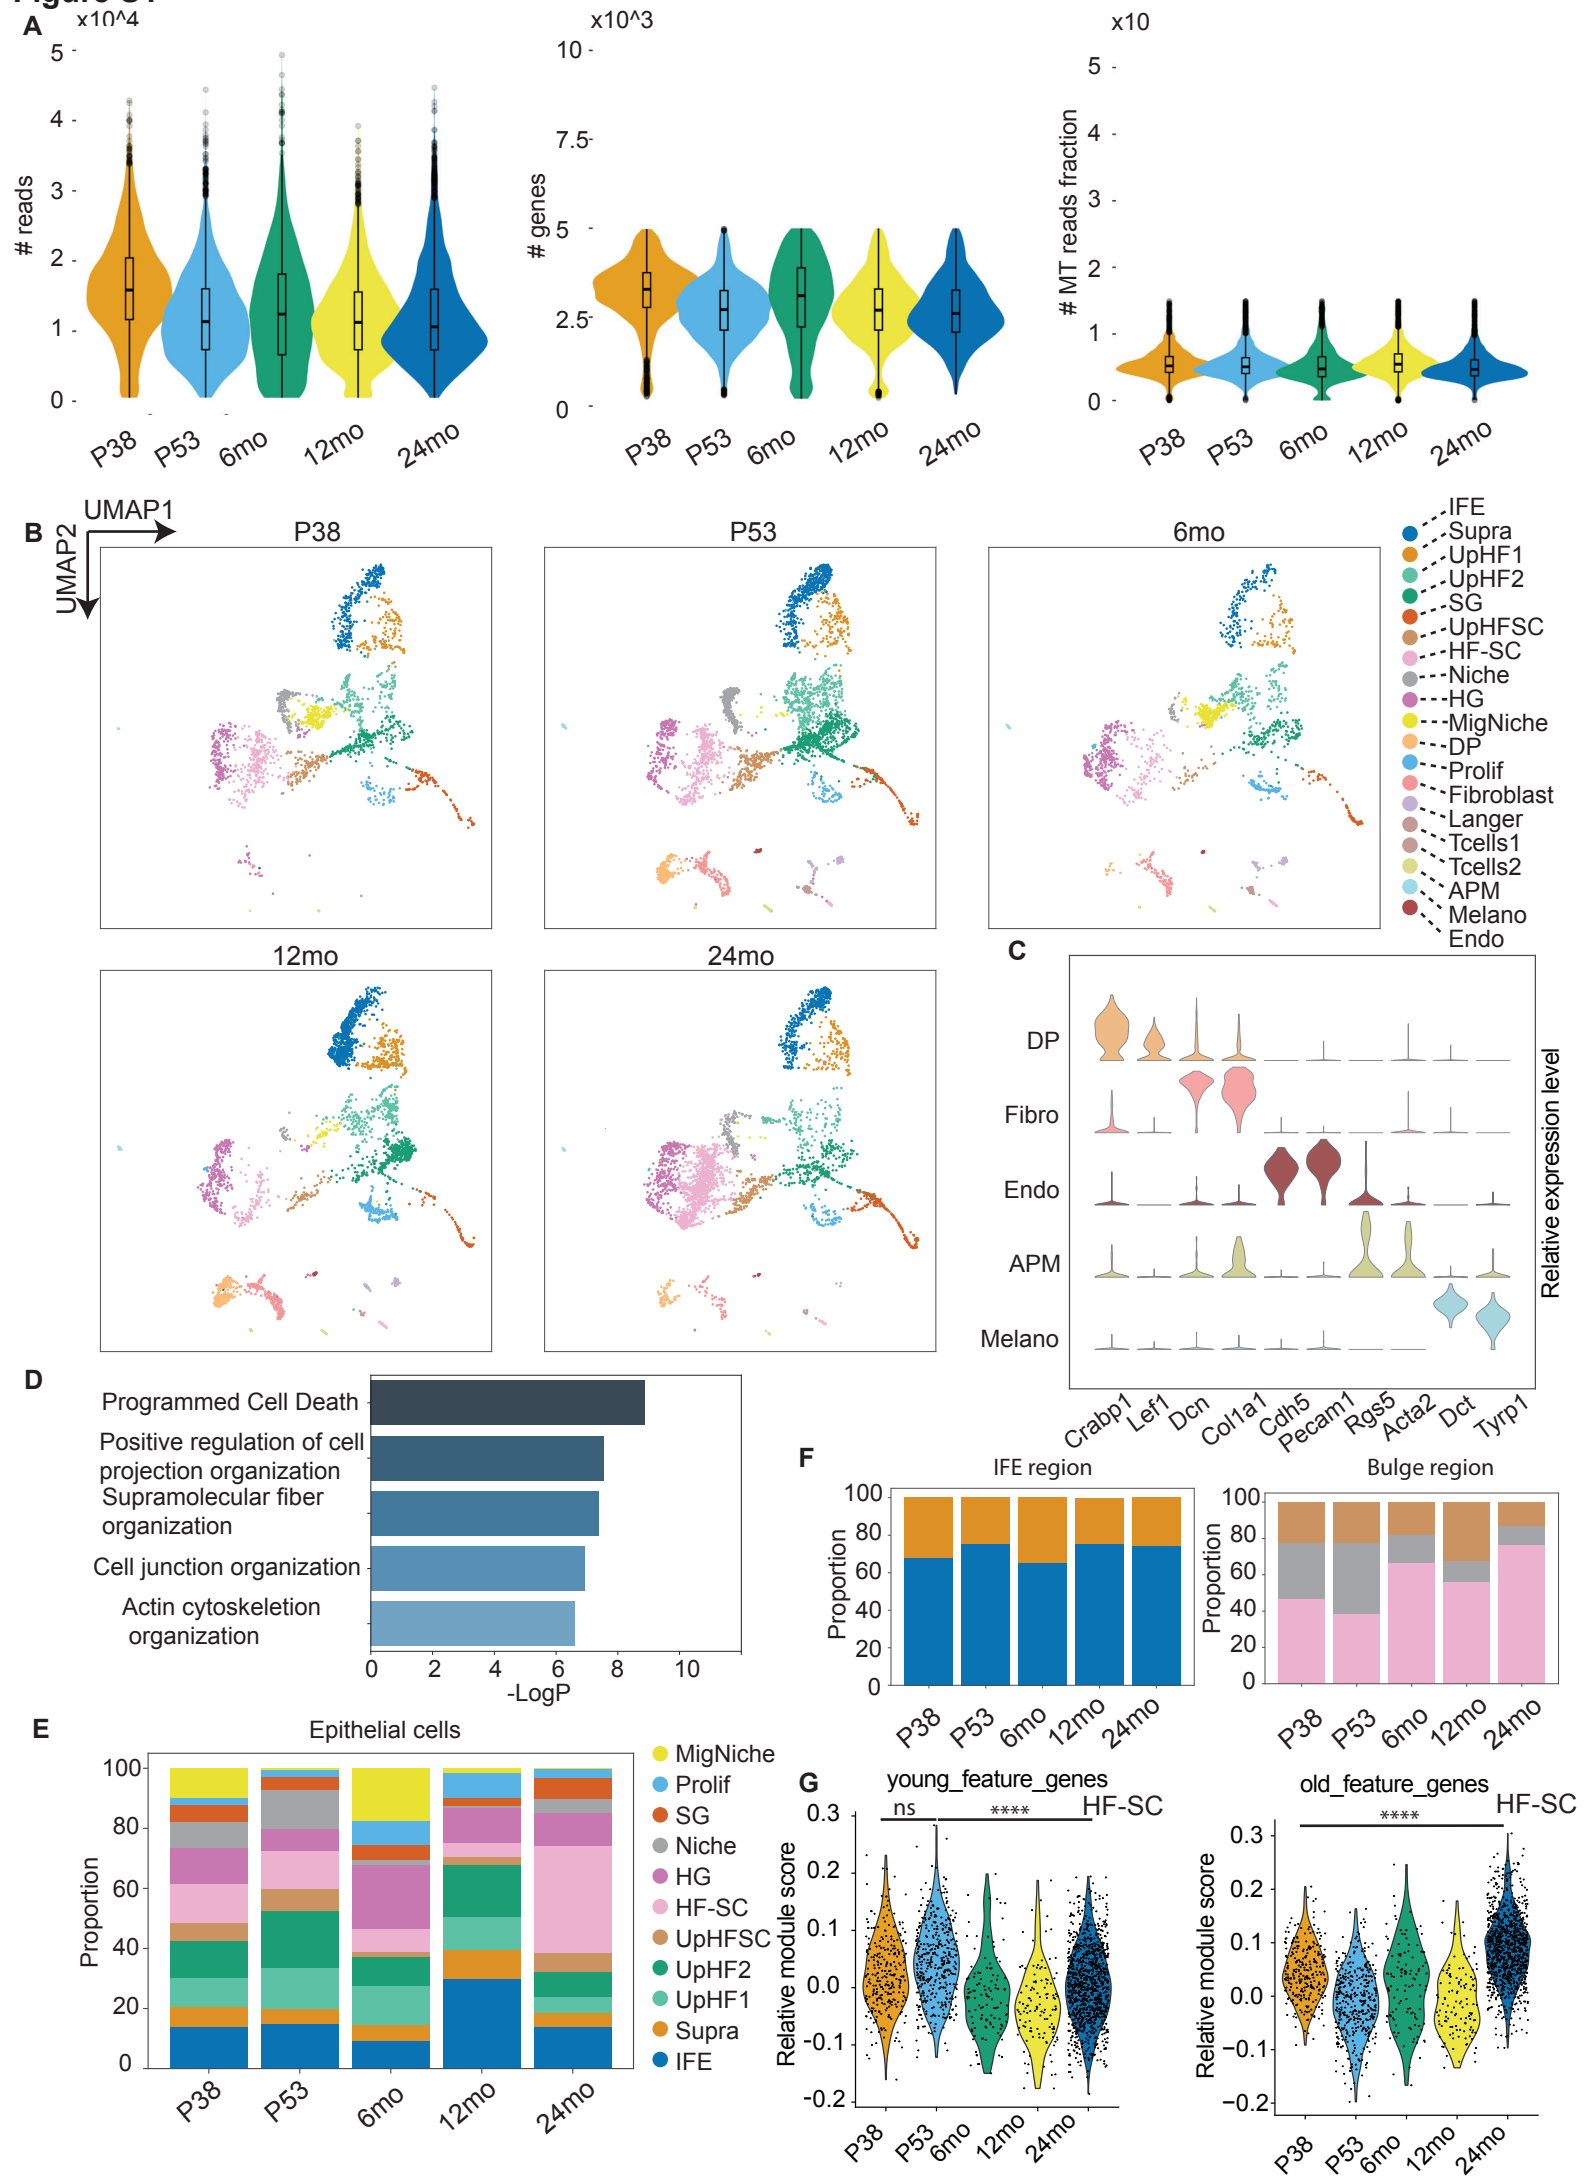

**Figure S1. Quality control and clustering of scRNAseq data.**

**(A).** Violin plots of number of reads, number of genes and mitochondrial fractions per sample.

**(B).** UMAP clustering and population identification of individual sample. Each cell population was color coded and presented in all samples. **(C).** Marker genes violin plot of DP, Fibro, Endo, APM and Melano cells.

**(D).** Highly enriched GO terms of upregulated genes in migNiche cells compared to Niche cells. **(E-F).** Compositional analysis of cell population proportions. IFE

region and bulge region only contain anatomically adjacent populations. **(G).** Violin plots of young and old feature genes in HF-SCs. MT, mitochondrial; IFE, interfollicular epidermal basal cells; Supra, suprabasal cells; UpHF1/2, differentiated hair follicle cells in the upper portion; SG, sebaceous gland; UpHFSC, Lgr6+ HF-SCs; HF-SC, hair follicle stem cells; Niche, inner layer niche cells; HG, hair germ; MigNiche, migratory niche cells; DP, dermal papillae; Prolif, proliferating cells; Fibroblast, Fibroblast cells; Langer, Langerhan cells; Tcells1/2, T cells; APM, arrector pili muscle; Melano, melanocytes; Endo, endothelial cells.

**Figure S2**

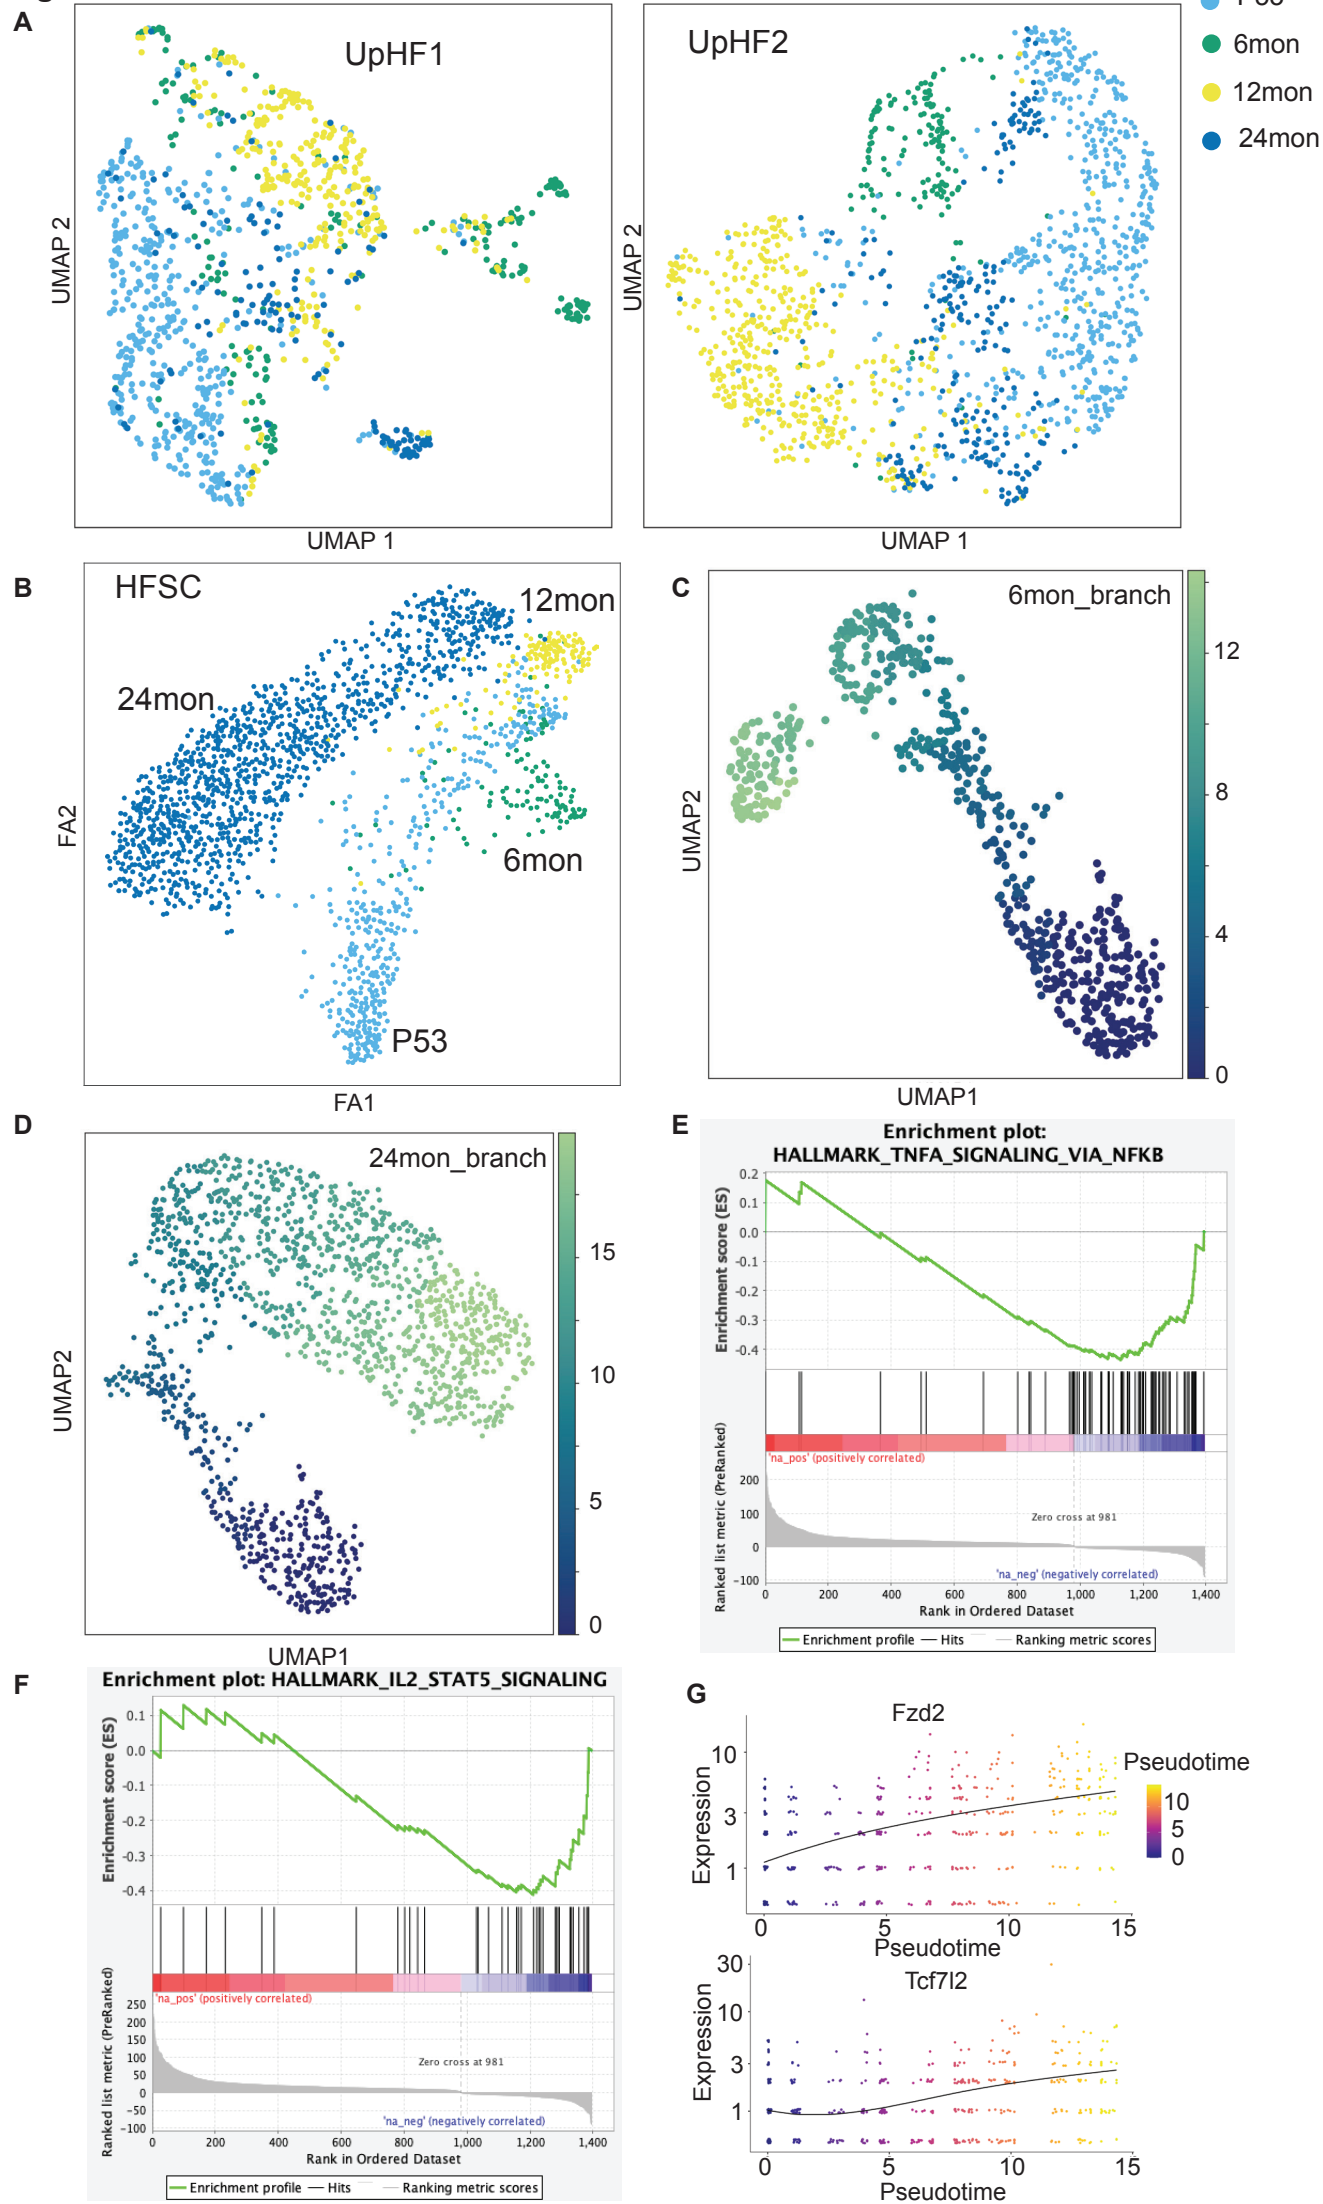

**Figure S2. Lineage specific aging trajectories of hair follicle lineages.**

**(A-B).** UMAP visualization of differentiated hair follicle lineages UpHF1(left) and UpHF2(right), colored by samples. **(B).** Force directed graph visualization of aging HF-SCs, color-coded by samples. **(C, D).** Monocle3 pseudotime plot of 6mo branch(**C**) and 24mo branch(**D**) color-coded by pseudotime values. **(E, F).** Gene set enrichment analysis (GSEA) of 6mo and 24mo branch cells.

**Figure S3**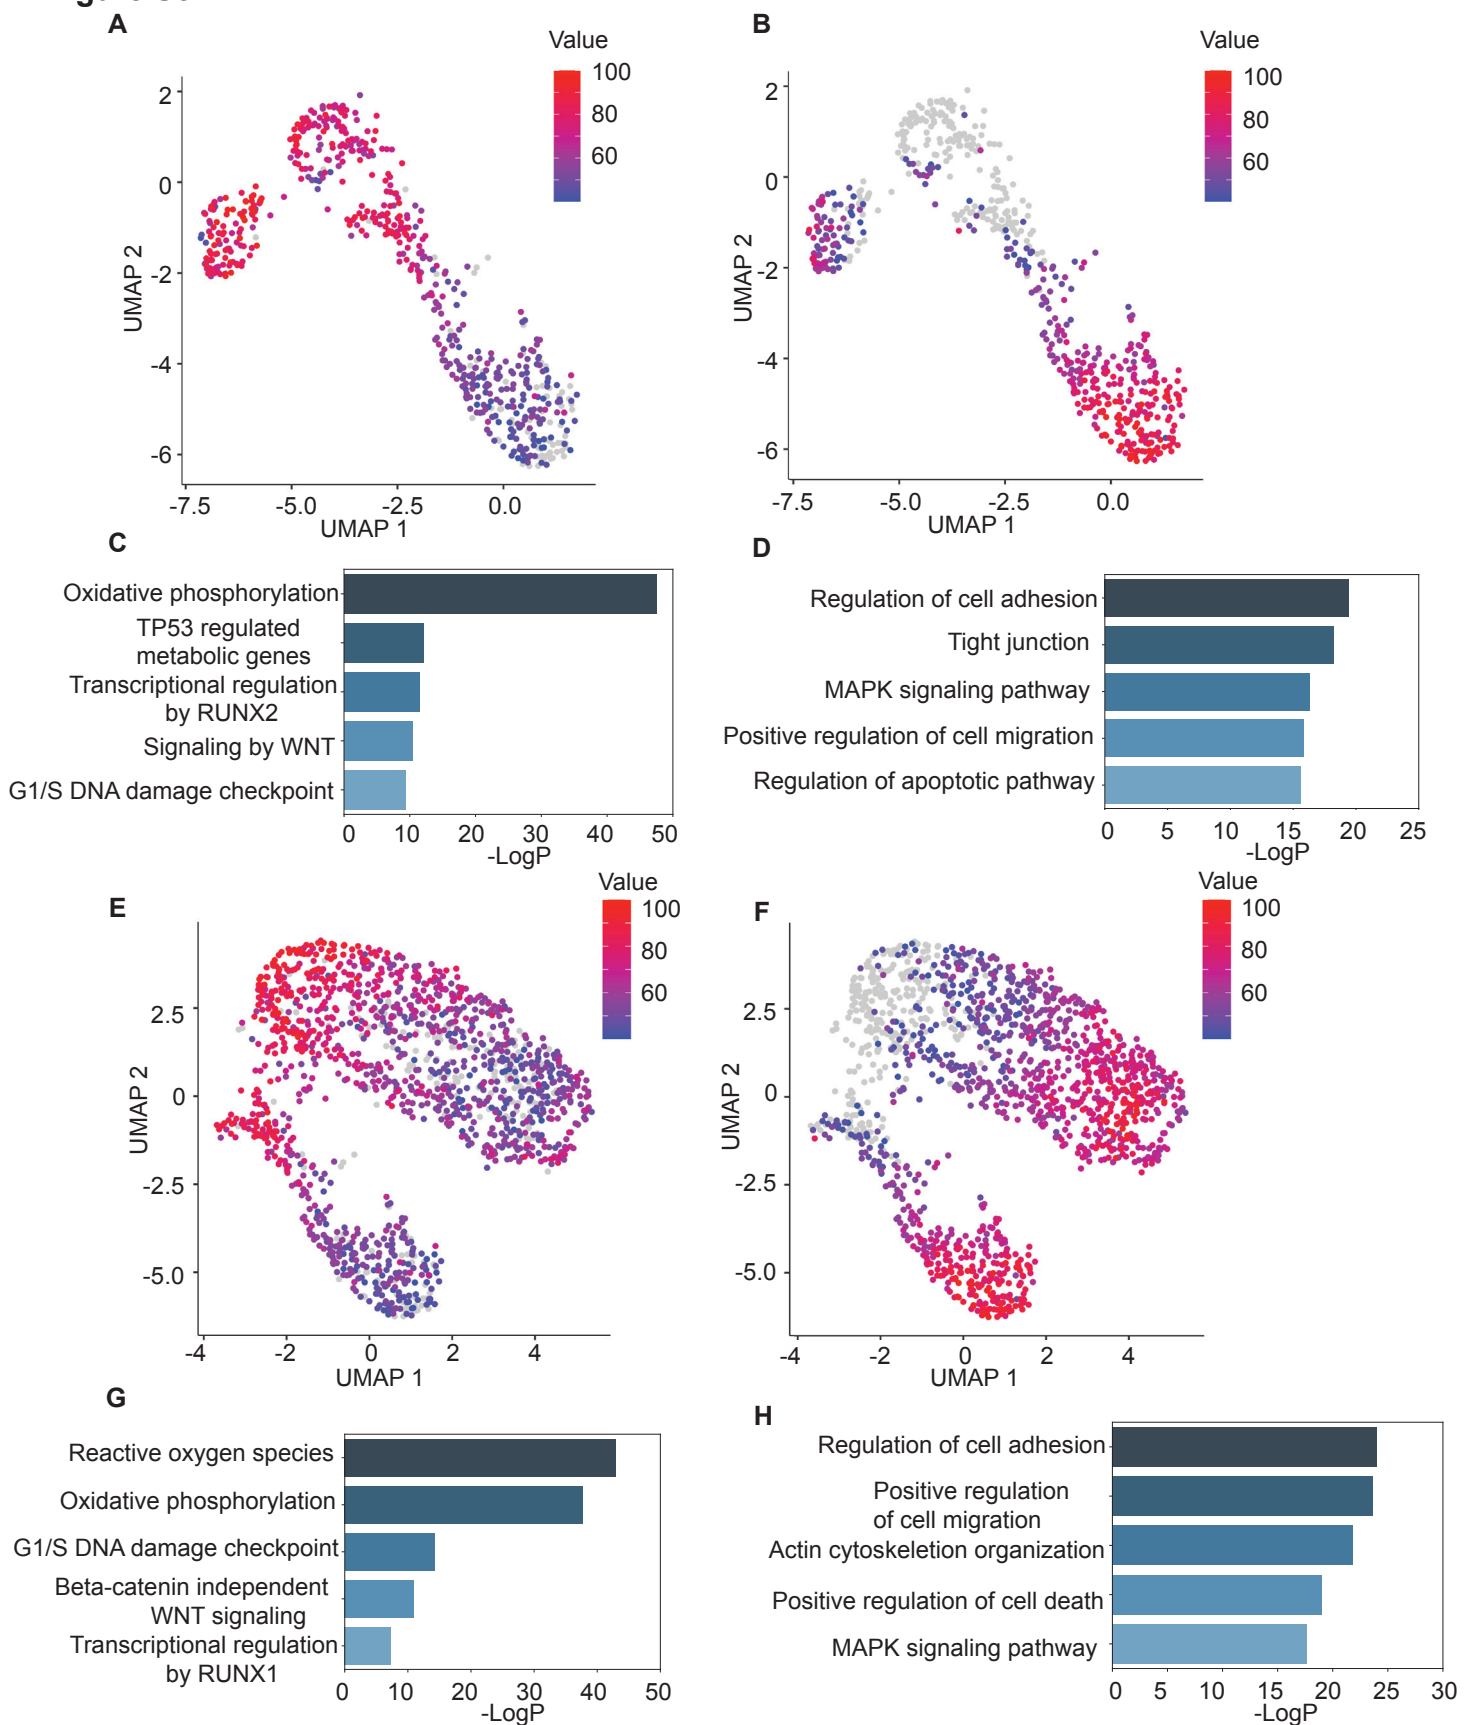

**Figure S3. Gene co-expression patterns along pseudotime trajectory. (A, B).** Aggregated expression of all genes in two different co-expression modules along the 6mo branch. **(C, D).** GO term analysis of gene modules corresponding to **(A)** and **(B)**. **(E, F).** Aggregated expression of all genes in different co-expression modules along the 24mo branch. **(G, H).** GO term analysis of gene modules corresponding to **(E)** and **(F)**.

Figure S4

A

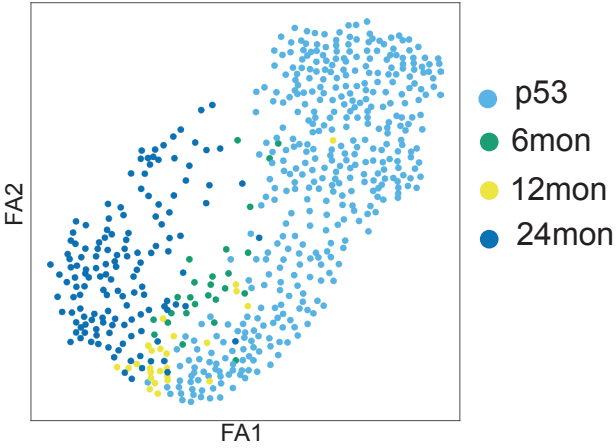

B

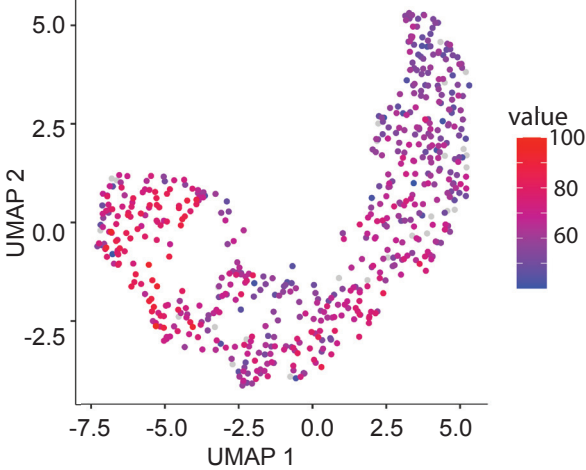

**Figure S4. Niche cell dynamics during aging.**

**(A).** Force directed graph visualization of Niche cells during aging, colored by samples. **(B).**

Aggregated expression of all genes in Cluster3 gene modules along the Niche cells during aging.

A

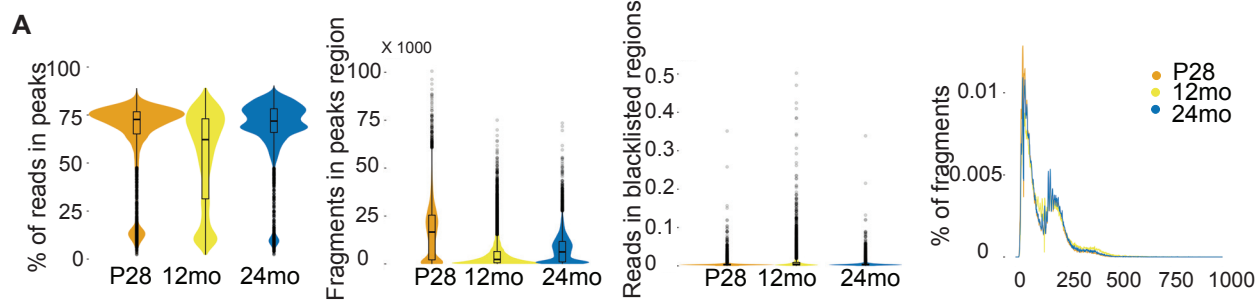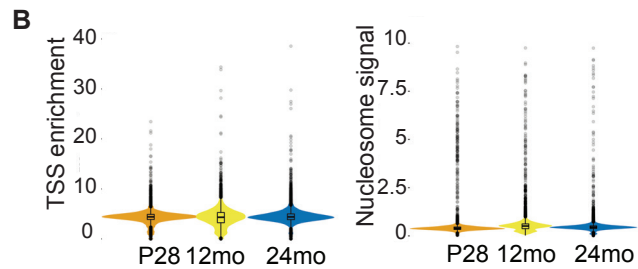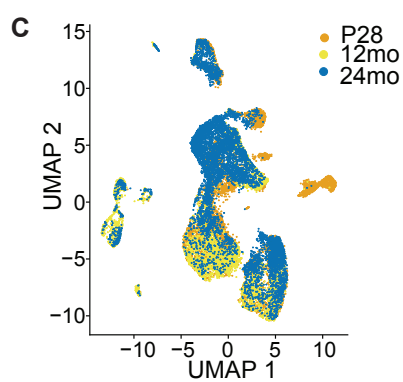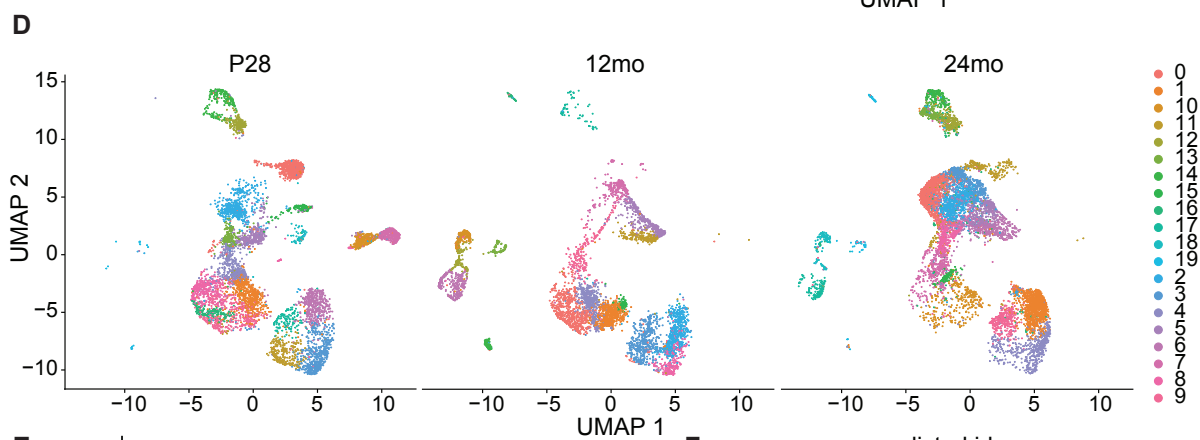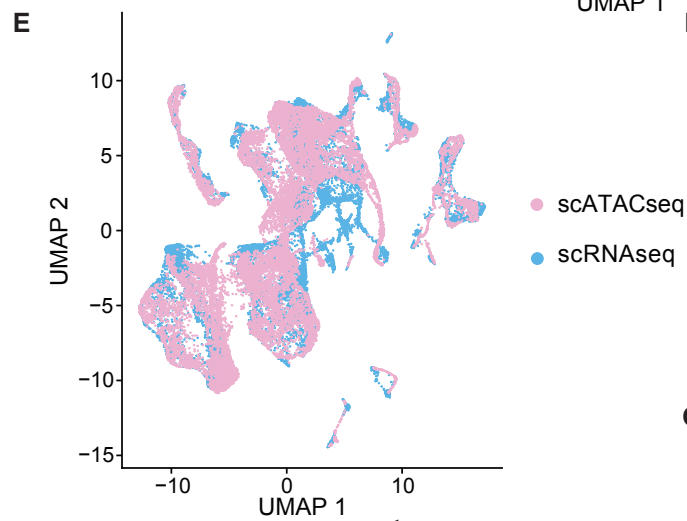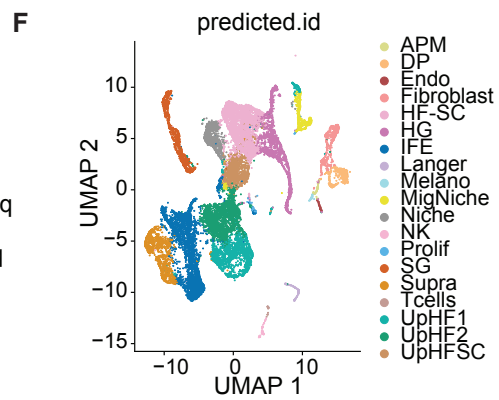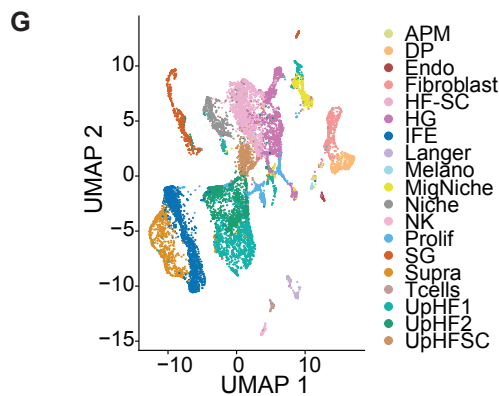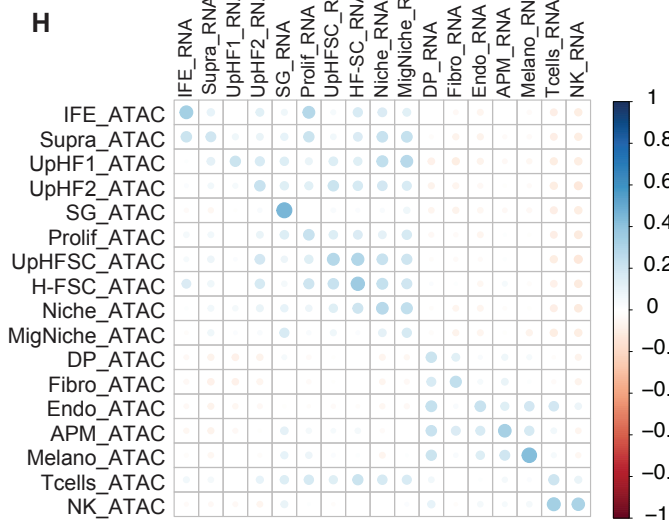

**Figure S5. Quality control and integration of scATACseq and scRNAseq data.**

**(A).** Violin plot of percentage of reads in peaks, numbers of fragments in peaks and percentage of reads in blacklisted regions. Distribution of fragment length (right panel). **(B).** Violin plots of calculated TSS enrichment score and nucleosome signals among all samples. **(C).** UMAP visualization of integrated scATACseq samples. **(D).** UMAP plot of individual scATACseq sample. **(E).** Integration of scRNAseq and scATACseq samples using scRNAseq as reference. **(F, G).** UMAP visualization of coembedded scRNAseq(G) and scATACseq(F) samples, color-coded by cell populations. **(H).** Pearson correlation of all cell populations based on gene expression from scRNAseq and calculated gene activity score from scATACseq.

**Figure S6**

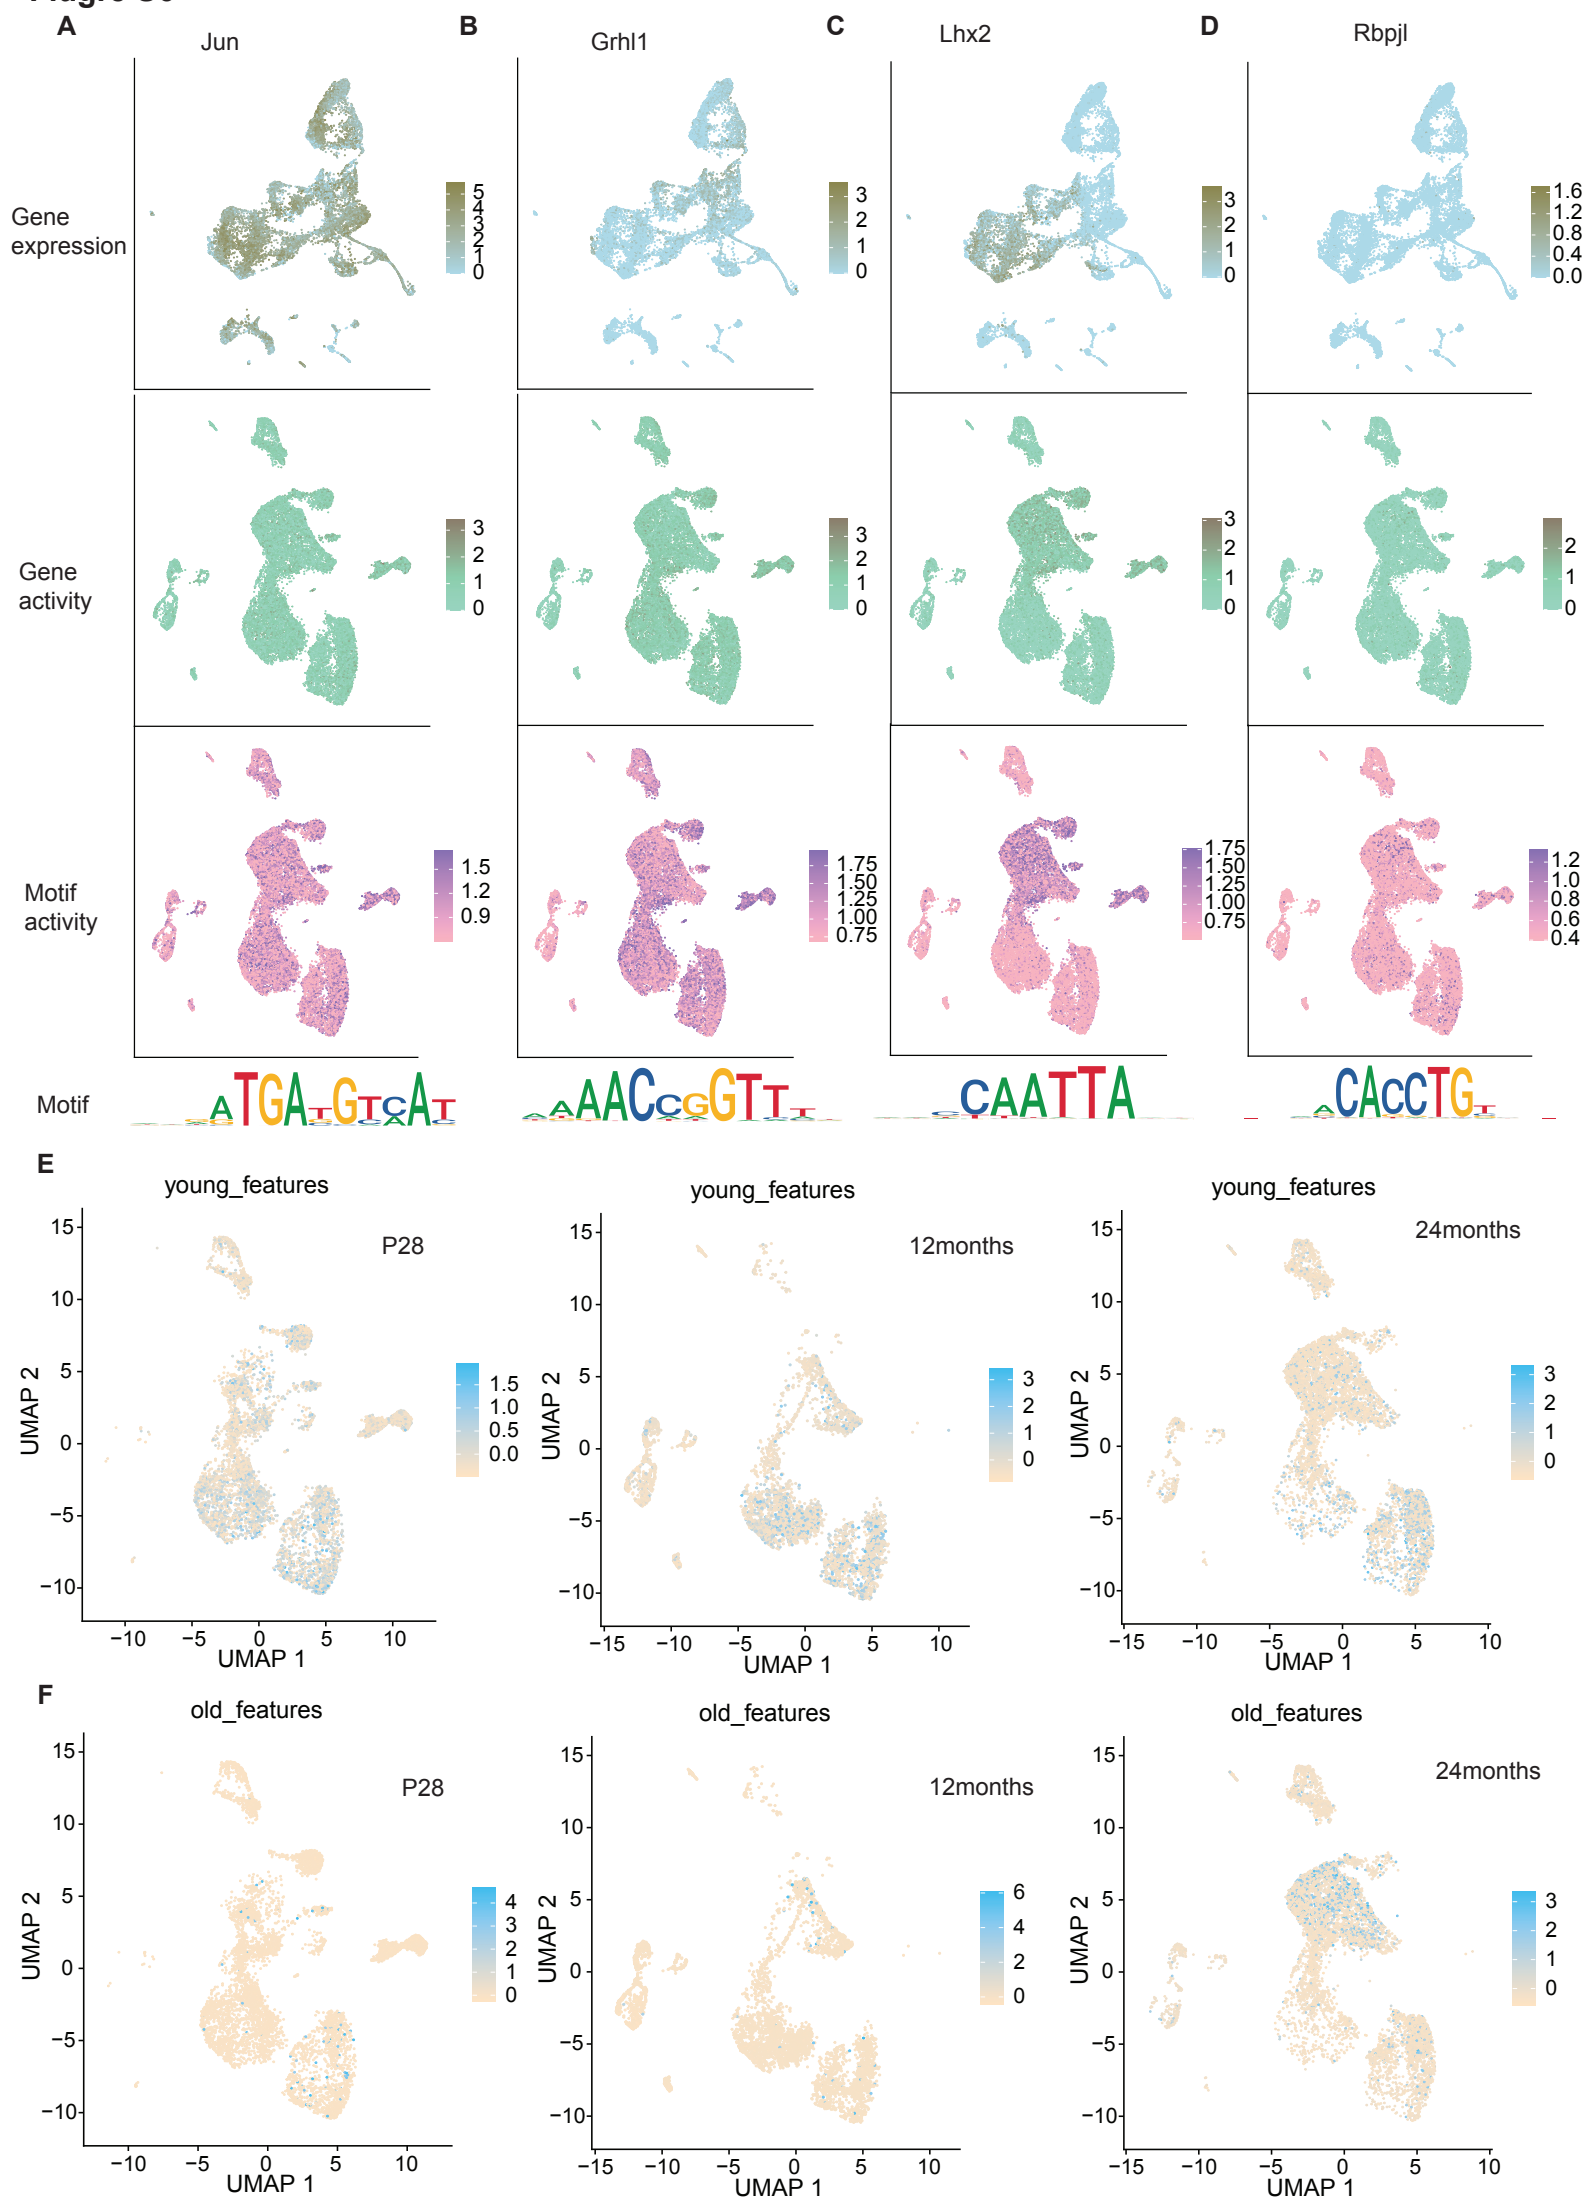

**Figure S6. Open chromatin dynamics of hair follicle lineages during aging.**

**(A-D).** Gene expression inferred by gene activity, motif activities and motifs plot of different transcription factors. **(E, F).** Feature plot of young and old open chromatin regions in individual samples.

**Table S1 Mouse and sample information**

**Table S2 Differential genes in migNiche vs Niche**

**Table S3 Young and Old feature genes detected in RNAseq**

**Table S4 Differential genes of HF-SCs in 6mo vs 24mo branch**

**Table S5 gene modules detected in 6mo branch**

**Table S6 gene modules detected in 24mo branch**

**Table S7 Young and Old feature regions detected in ATACseq**

How the deposited data were processed for this re-analysis (not part of the article)

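Transcripts were measured by single-cell RNA sequencing (10X Chromium 3ʹ version 3 chemistry) of back skin of mice aged P38 (male), 6 months (female) and 12 months (male), with 1 library and 1 condition per age. Libraries were matched to ages by the submitters' labels, and Xist and Y-linked transcripts were checked against the stated sexes. The P53 and 24 months scRNAseq libraries and all scATACseq libraries were not used here, so no value is given for 24 months, for P53, for open chromatin or for motif activity.

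The deposited files hold raw UMI counts per gene and cell barcode. According to the authors and the file headers, the reads were mapped to mm10 and counted with Cell Ranger (3.0.1 in the methods, 6.1.2 in the submitters' notes, 6.1.2 or 6.0.0 in the file headers), and barcodes were called as cells by Cell Ranger. No normalization had been applied, and the files list the same 32285 genes. Every barcode held at least 500 UMIs.

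The published filter was applied again: more than 200 and fewer than 5000 genes and under 15% mitochondrial UMIs per cell. It kept 2109 of 2397 barcodes at P38, 3502 of 4761 at 6 months and 3240 of 5421 at 12 months. Kept cells held 34646663, 24698719 and 38910431 UMIs. No gene filter was applied before clustering.

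Clustering used Seurat 5.3.0 and Matrix 1.6.5 in R 4.3.3. Counts were divided by the total of each cell, scaled to 10000 and log-transformed. The 2000 most variable genes of each library entered an integration by canonical correlation anchors with 30 dimensions, followed by PCA with 30 components, a nearest neighbour graph and Louvain clustering at resolution 0.8, which gave 26 clusters. The number of components, the resolution and any removal of doublets are choices made here, since the methods of the paper give no value for them.

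Clusters were named from marker genes for 20 cell types, taken from the paper and from lists fixed beforehand. A marker counted as detected when at least 10% of the cells of the cluster held it and its CPM was at least 2-fold that of all other cells, with 5 CPM added to both. The name with the highest mean standardized marker level was given when at least 3 of its markers were detected. A cluster stayed unnamed when 2 or more of its 10 leading genes (by fold, among genes in at least 25% of its cells) were markers of another single type, or when it had few UMIs and no own marker among them. These thresholds of the naming rule were set after the clusters had been seen. An HF-SC-like cluster with Lgr6 and at least 3 upper HF-SC markers was taken as the candidate for upper HF-SCs. This was cluster 9, and it is compared by its number. In all, 24 clusters took 1 of 18 names.

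Scrublet (in scanpy 1.11.5) called 7 of the 8851 kept cells doublets, which shows that its automatic threshold has not worked on these libraries. No doublets were removed in the values given in the text. An alternative removed the cells with the highest Scrublet scores at 0.8% per 1000 barcodes of the library, 40 at P38, 133 at 6 months and 141 at 12 months. Free RNA was not subtracted. Where a level was low, the level in T cell-like cells is given beside it.

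Further steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. UMIs were summed over the cells of a class in a library and given as CPM with exact Poisson 95% intervals. Classes with fewer than 20 cells in a library got no CPM. Log2 ratios of single genes carry exact 95% intervals conditional on the sum of both counts, and shares of cells carry exact binomial 95% intervals. Where a group held 0 UMIs, the limit of the exact interval is given in place of a ratio. A floor of 3 counts was used only where a floor is named.

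Of the 28 gene lists, those of pathways, junctions, technical genes and markers were written from general knowledge of the genes before the data were examined, and the young and old feature genes were read from Table S3. Table S4 gave 2 further lists. A list was measured over its members with at least 10 counts in both groups together, with 0.5 counts added to each group, and needed 3 such members. Its median log2 ratio was compared with 10000 random lists in which each member was replaced by 1 of the 100 genes nearest in expression. The lists of fibroblast and of erythrocyte markers had fewer than 3 measured members in HF-SC-like and Niche-like cells and have no value. Of the young feature genes 111 of 112 were matched, of the old 117 of 117, of epidermal differentiation 17 of 18 and of the bulge markers 10 of 11.

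Feature scores were computed with the Seurat module score function (24 expression bins, 100 control genes per gene), and scores were also computed after thinning each cell to 3000 UMIs, with cells below that left out. Score differences between HF-SC-like and UpHF-like cells were tested over the 3 libraries by an exact sign-flip permutation test. The distance between libraries within a class is the SD of the log2 CPM ratio over 1264 genes with at least 100 CPM on average, for classes with at least 50 cells, with 33 cells and 188565 UMIs per group and 100 random draws.

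The genes named in the text follow a rule set before the data were examined, although the values in Tables S2, S3 and S4 had been seen. The rule names every gene the paper names in its scRNAseq results or Figures 1, 2, 4 and S1 to S3. For HF-SC-like and for Niche-like cells it adds the 10 genes with the largest log2 ratio each way between 6 and 12 months, among genes with at least 50 CPM and 10 counts in the higher group, separate Poisson intervals, and a ratio in IFE basal-like cells that is opposite or less than 0.5 times as large. For migNiche-like against Niche-like cells it adds the 10 largest ratios each way with at least 50 CPM and 1 sign in every library with 20 cells of both. For each list it adds the 3 most abundant members and the 2 that differed most each way. Leading genes of clusters were named after their values had been seen. The results of some genes under this rule are not reported here.

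The calculations were tested on simulated data at the depth of the 6 and 12 months libraries. In HF-SC-like cells (8967 genes), 100% of the genes simulated with a 2-fold difference had the simulated direction, with a median log2 ratio of 0.92 and intervals apart for 33.3%. For a 4-fold difference these were 100%, 2.03 and 85.3%. Among unchanged genes 0.400% had intervals apart. In Niche-like cells (5008 genes) the direction was found for 95.7% at 2-fold and 99.0% at 4-fold. Intervals were apart there for 22.6% and 64.9%, and for 0.418% of unchanged genes. Neither share of unchanged genes covers variation between libraries, which 1 library per age cannot show. A list shifted by 0.5 had a median of 0.44 in HF-SC-like and 0.40 in Niche-like cells, and an unshifted list 0.12 (percentile 82.7) and 0.13 (percentile 95.2). A simulated spread of ratios with an SD of 1, over 5000 genes, was measured as 1.01. Random splits of 1 library, with no difference of age, gave SDs of 0.523 to 0.582 in HF-SC-like cells. In UpHF-like cells they gave 0.574 to 0.691. The SDs between libraries therefore include spread that this simulation does not show.

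The alternatives were resolutions 0.5 and 1.2, reciprocal PCA (RPCA) anchors, no integration (each library clustered on its own), at least 1000 genes per cell, under 10% mitochondrial UMIs, no upper limit on genes, removal of the highest Scrublet scores, scores without control genes or without thinning, CPM without mitochondrial and ribosomal protein genes, means over cells in place of sums, and list members with at least 50 counts. These were set before the data were examined. Thinned scores for the difference between lineages, the cluster led by Defb6 and Krt79 alone as UpHF, and the share without the low-UMI cluster were chosen after seeing the data.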

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

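The tests of the low-UMI barcodes below were chosen after the result was seen.

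The paper does not discuss cells of the inner root sheath and hair shaft, and 170 such cells were found here, 125 of them at 6 months, 44 at 12 months and 1 at P38. Krt71 and Krt25, inner root sheath keratins, were at 2041 and 2009.7 CPM in the cells of 6 months and at 1047 and 952 in those of 12 months. Krt35, a hair shaft keratin, had 3224 and 150.3 CPM, and Tchh, which encodes the inner root sheath protein trichohyalin, 2281 and 917. T cell-like cells of 6 months held 13.3 CPM of Krt71 and 19.9 of Tchh, and UpHF-like cells of 6 months 3637 of Tchh. No explanation of this group was tested.

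Schwann-like cells, with the myelin gene Mbp and the neural crest transcription factor gene Sox10 among their markers, came to 27, with 4 at P38, 12 at 6 months and 11 at 12 months. The paper does not discuss them. They are too few per library for a level of any gene, and no explanation was tested.

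A cluster of 1640 barcodes at 6 months, with a median of 545 UMIs, was left unnamed, and the paper does not discuss it. Its inner root sheath and hair shaft markers came to 2.51 UMIs per barcode, 5.38 times (95% interval 4.14 to 7.11) those in T cell- and Langerhans-like cells, and over all 1839 kept barcodes with fewer than 1000 genes, whatever their cluster, they were 6.17 times (4.76 to 8.16), which argues against free RNA in empty droplets as their only source. Its sebaceous gland markers were at 0.669 times (0.588 to 0.762) the level in the same cells, as free RNA of the library would give. Over all kept barcodes with fewer than 1000 genes they were at 0.942 times (0.831 to 1.072). These values are consistent with inner root sheath and hair shaft cells of anagen follicles that gave little RNA, as a hypothesis. Against Fibroblast-like cells the ratios were 4.55 and 0.352, while 92.2% of the 524 barcodes with at least 5 marker UMIs held both kinds with a dispersion of 1.41, under the bound of 2 set for free RNA but above the 0.821 to 1.19 simulated for 1 mixture, so free RNA or broken cells remain open for part of the counts.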

How the results depend on the processing

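The settings that leave out the low-UMI cluster, take 1 UpHF cluster alone or thin the cells for the difference between lineages were chosen after the results were seen, while the others were planned. Over 43 results and 315 alternative values, 256 stayed within the bound set for the result. Another 53 moved beyond it and 6, all of feature scores between 6 and 12 months, reversed. Counted by sign alone 28 values turned. They are these 6, 5 of those that moved and 17 of those that stayed, in the oxidative phosphorylation list of HF-SC-like cells, the hypoxia, reactive oxygen species and pro-apoptotic lists of Niche-like cells and the distance differences from P38. For each value that moved or reversed, the cause was not tested unless a cause is named with it.

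The difference of HF-SC-like over UpHF-like cells in the young feature score kept its direction in 9 of 9 alternatives. That of UpHF-like over HF-SC-like cells in the old feature score did so in 9 of 9. These values count among those that stayed, but only their direction is given, so they do not show a stable size. Of the Niche-like list medians 59 alternative values stayed within their spread and 5 moved, of the HF-SC-like list medians 36 and 9, and of the genes Ccnd2, Cdkn1a, Bmp2, Ctnnb1, Fzd2, Tcf7l2 and Krt14 in HF-SC-like cells 50 and 6. Each of the 7 genes stayed higher at 6 than at 12 months under every alternative that was run.

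With under 10% mitochondrial UMIs the filter kept 2003, 3328 and 3035 cells at P38, 6 months and 12 months, and without an upper limit on genes 2229, 3932 and 3373. With at least 1000 genes per cell it kept 2023, 1663 and 3054, the Niche-like share of the bulge was 21.6% at P38 and 12.4% at 6 months, the dermal and immune share at 6 months 13.9%, the young feature score difference of 6 minus 12 months 0.0166, the old one reversed to 0.0125 and the Krt14 log2 ratio 0.49.

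Resolution 1.2 gave IFE basal-like shares of 58.7, 50.8 and 64.7%. RPCA anchors gave 58.1, 30.4 and 52.0%, an old feature score difference of 6 minus 12 months of -0.00165, and log2 ratios of 0.10 for the G1/S list, 0.52 for Krt14 and 0.75 for the Niche-like stress list. With the highest Scrublet scores removed the old difference reversed to 0.000802, and the Wnt list was at 0.24 and Krt14 at 0.53.

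Without integration the dermal and immune share at P38 was 10.1%, through a cluster of 213 epithelial cells with the Langerhans and macrophage name, and the IFE basal-like share 60.5% at P38, 60.2% at 6 months and 49.5% at 12 months. The Gjb2 ratio of migNiche-like over Niche-like cells at P38 was 5.80, the young score difference 0.0338 for P38 minus 6 months and reversed to -0.00226 for 6 minus 12 months, and the old one 0.0286 and reversed to 0.0281. The list medians were -0.068 for oxidative phosphorylation, -0.68 for Hedgehog signaling and 0.13 for G1/S, the ratios 0.38 for Fzd2 and 0.73 for Krt14, and the HF-SC-like distance minus the UpHF-like one -0.247 for P38 to 6 months and -0.321 for P38 to 12 months, against 0.00788 and 0.0211. No Niche-like cells were named at 6 and 12 months there, so the Niche-like share at these ages, the 8 Niche-like lists and the mean Gja1 ratio have no value under it.

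Without control genes the young score difference was 0.00595 for P38 minus 6 months and 0.0455 for 6 minus 12 months, and the old one 0.0336 and reversed to 0.0181. Without thinning the old one reversed to 0.00635 from -0.00380. Leaving mitochondrial and ribosomal protein genes out of the total gave -0.18 for oxidative phosphorylation in HF-SC-like cells, against 0.0080, 0.23 for Wnt signaling and 0.19 for Krt14. It shifts every HF-SC-like ratio by -0.19. Means over cells gave 1.43 for the upper hair follicle markers and, in Niche-like cells, -0.011 for oxidative phosphorylation and 1.42 for stress. Members with at least 50 counts gave -0.039 for Hedgehog signaling and, in Niche-like cells, 0.83 for stress and 0.39 for hypoxia, against -0.011.

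Leaving out the low-UMI cluster gave a dermal and immune share of 13.7% at 6 months, and with the cluster led by Defb6 and Krt79 alone as UpHF the distance difference between 6 and 12 months was -0.110, against -0.289. Depth limits the single genes: 33.3% of simulated 2-fold differences in HF-SC-like and 22.6% in Niche-like cells had separate intervals.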

Differences from the paper's values

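The count without the low-UMI cluster was chosen after seeing the values. All other settings named for these 2 values were set before the data were examined.

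The paper gives 1847 cells at 6 months after filtering, and the stated filter kept 3502 here. With at least 1000 genes per cell 1663 cells were kept, within 1.5 times of the paper's value, while 3328 with under 10% mitochondrial UMIs and 3932 with no upper limit on genes were not. Leaving out the cells of the low-UMI cluster, chosen after seeing the values, leaves 1862 cells.

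Upper HF-SCs make up about 18% of the bulge at 6 months in Fig. S1F of the paper, read by eye, and cluster 9 made up 29.7% here. RPCA anchors gave 25%, within 1.5 times of the paper's value. Resolutions 0.5 and 1.2 gave 29.7%, at least 1000 genes per cell 48.8% and removal of the highest Scrublet scores 32.1%, outside it. Without integration no such cluster was found at 6 months.

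The remaining differences are of direction or rank, and the values here concern P38, 6 months and 12 months, where the paper also draws on P53 and 24 months.

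The paper lists arrector pili muscle cells with Rgs5 and Acta2 in the 6 and 12 months samples, and no cluster took that name here or at resolution 0.5. At resolution 1.2 a cluster of 118 cells did, 35 at 6 months and 82 at 12 months, as did 19 cells with RPCA anchors, 15 of 12 months without integration, 20 with at least 1000 genes per cell and 23 with the highest Scrublet scores removed. The paper calls gap junction genes enriched in migNiche cells. Gja1 and Gjb2 were higher in migNiche-like than in Niche-like cells at each age, Gjb6 at P38 had an interval that includes 0, and Gjb5 was lower at P38. The median of the whole gap junction list was -2.01 at P38, 1.63 at 6 months and 2.11 at 12 months.

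The paper reports the highest young gene expression in HF-SCs. Among 10 epithelial classes and clusters HF-SC-like cells ranked highest here at P38 and 6 months, and Niche-like cells at 12 months, with means of 0.0805 against 0.0652. The paper reports the old signature enriched in old HF-SCs. In HF-SC-like cells the thinned old score was 0.0117, -0.0402 and -0.0364 at P38, 6 months and 12 months, so it was not higher at 12 months than at P38. The young score was lower at each later age, except that without integration its 6 minus 12 months difference was -0.00226. The paper proposes that HF-SCs gain upper hair follicle genes with age. Cst6, Defb6 and Krt79 in HF-SC-like cells of 6 and 12 months were at background level here. Gata6 was at 2.79, 2.73 and 10.3 CPM at P38, 6 months and 12 months, highest at 12 months, the direction the paper proposes. Its intervals overlapped, which does not show that the levels were equal, and its ratio was not tested. Krt17 and Krt80 were above their T cell-like levels at 6 and 12 months. Both were higher at these ages than at P38, the direction the paper proposes, and neither was higher at 12 than at 6 months.

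The paper describes a larger separation of ages in HF-SCs than in upper HF lineages. Between 6 and 12 months the spread of ratios was 0.855 in HF-SC-like against 1.14 in UpHF-like cells, the reverse order. Between P38 and 6 months it was 0.936 against 0.928 and between P38 and 12 months 1.09 against 1.07, and without integration HF-SC-like minus UpHF-like cells gave -0.247 and -0.321 for these pairs. In the cluster led by Defb6 and Krt79 alone it was 0.965 between 6 and 12 months, above the 0.855 of HF-SC-like cells. From P38 to 6 and 12 months it was 0.823 and 1.02 in that cluster, below HF-SC-like cells. The paper left P38 out of its HF-SC trajectory, so the pairs with P38 have no counterpart there. In the integrated data the ranges over draws overlapped in every one of these pairs.

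The paper places Hedgehog signaling and oxidative phosphorylation among the pathways of 6 months HF-SCs, set against 24 months. Against 12 months the HF-SC-like medians were -0.31 (percentile 0.590) and 0.0080 (percentile 0.380). The former was -0.039 over members with at least 50 counts and -0.68 without integration. The latter was -0.18 without mitochondrial and ribosomal protein genes, a change that shifts every HF-SC-like ratio by -0.19. The Wnt median of 0.41 (percentile 98.2) lay above its random lists as in the paper, though within them with RPCA anchors, means over cells, at least 1000 genes per cell or the highest Scrublet scores removed, and that of G1/S at 0.34 (percentile 71.7) lay within them. The paper shows Cdkn1a and Bmp2 falling toward 6 months, and both were lower at 6 months than at P38 here but higher than at 12 months. It shows β-catenin gene expression rising toward 6 months, and Ctnnb1 was at 468, 416 and 281 CPM at P38, 6 months and 12 months. It takes Krt14 as relatively stable, and Krt14 was at 7070.2, 3486 and 2692 CPM in HF-SC-like cells. The log2 ratio of Krt14 for 6 over 12 months was 0.37. The paper left P38 out of this trajectory, so the comparisons of Cdkn1a, Bmp2, Ctnnb1 and Krt14 with P38 have no counterpart there.

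In aging Niche cells the paper reports more stress response, hypoxia and reactive oxygen species genes. In Niche-like cells the stress list was higher at 6 than at 12 months, at 1.01 (percentile 100), and at P38 than at 12 months, at 1.16 (percentile 99.99). For 6 over 12 months it was also above its random lists in HF-SC-, IFE basal-, SG-, Proliferating-, HG- and Langerhans and macrophage-like cells. It was not in UpHF-, IFE suprabasal-, T cell- or Fibroblast-like cells. For 6 over 12 months the Niche-like medians of the hypoxia and reactive oxygen species lists were -0.011 (percentile 36.8) and -0.011 (percentile 22.9). The hypoxia median was 0.39 over members with at least 50 counts. Oxidative phosphorylation was higher at 12 months, the direction the paper reports along its trajectory, at -0.12 (percentile 0.445). It was within its random lists with RPCA anchors or the highest Scrublet scores removed, and at -0.011 with means over cells. The antigen presentation median of -0.18 (percentile 7.93) was below 0 but within its random lists.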

Other observations

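The tests of dissociation genes for the hypoxia pattern and of thinning for the young feature score were chosen after the results were seen, while the test in Fibroblast-like cells and the one against random lists were set before.

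HF-SC-like cells held more transcripts of the heat shock, hypoxia and wound keratin genes at 6 than at 12 months. Hspb1, Hspa1b and Hsph1, which encode chaperones, were at 4668 against 1298, 2610.4 against 526 and 112 against 7.37 CPM, and 15 of 16 stress response genes were higher at 6 months, with a median log2 ratio of 1.06 (percentile 100). The glycolytic enzyme genes Aldoa and Ldha were at 464 against 208 and 267 against 205, and Car12, a carbonic anhydrase induced by low oxygen, at 51.8 against 7.37, with all 20 measured hypoxia genes higher at 6 months and a median of 0.80 (percentile 100). Krt6a and Krt16, keratins of wounded epidermis, were at 423 against 161 and 66.8 against 8.84, and the wound healing list had a median of 1.05 (percentile 99.6) from 6 genes. Gja1 was at 185 against 63.4 CPM and the gap junction list, with 5 genes, at 1.54 (percentile 99.5). Hspa1b, and Dusp1 of the TNFα and NF-κB list, are also among the genes that dissociation induces.

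Tnc and Sparc, matricellular proteins, were at 203 against 23.6 and 825 against 245 CPM in HF-SC-like cells of 6 against 12 months, while Postn was at 1754 against 2115, and the adhesion and extracellular matrix list had a median of 0.35 (percentile 96.3), within the range of its random lists. Dusp1, a phosphatase of MAP kinases, was at 2445 against 1178 and Icam1, an adhesion receptor for leukocytes, at 35.5 against 140.0, within TNFα and NF-κB and IL2 and STAT5 lists at 0.44 (percentile 99.9) and 0.59 (percentile 98.4). H2-D1 and B2m were at 559 against 918 and 459.6 against 769 CPM and the antigen presentation list at -0.31 (percentile 0.140). Gclc, which starts glutathione synthesis, was at 209 against 41.3 and Mgst1 at 58.6 against 219.6, and the list of defence against reactive oxygen species stood at 0.0057 (percentile 8.85). The medians were 0.42 (percentile 87.2) for desmosomes, 0.44 (percentile 79.2) for tight junctions, 0.24 (percentile 55.98) for pro-apoptotic and 0.48 (percentile 81.9) for epidermal differentiation genes.

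Mitochondrially encoded and ribosomal protein genes were lower at 6 months in HF-SC-like cells, with medians of -0.46 (percentile 1.43) and -0.38 (percentile 0.6). These genes took up 24.6%, 24.9% and 33.9% of the UMIs of HF-SC-like cells at P38, 6 months and 12 months. In Niche-like cells their medians were -0.42 (percentile 0.6) and -0.037 (percentile 34.4), and leaving them out shifts every ratio there by -0.067. The sex check genes had a median of -5.12 (percentile 0) in HF-SC-like cells, or -2.48 with the genes at 0 UMIs set to the floor.

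In Niche-like cells the TNFα and NF-κB and IL2 and STAT5 lists stood higher at 6 months, at 0.44 (percentile 99.95) and 0.58 (percentile 99.5). Upper hair follicle markers were lower at 6 months, at -1.15 (percentile 0), with Cst6 at 334 against 975 CPM, and so were quiescence genes, at -0.20 (percentile 1.72). Sfrp1 was at 255 against 103 CPM. Other medians, all within the range of their random lists, were 0.36 (percentile 87.9) for Wnt signaling, -0.38 (percentile 2.65) for bulge markers, -0.34 (percentile 20.6) for Hedgehog signaling, 0.50 (percentile 86.1) for G1/S, 0.32 (percentile 79.9) for tight junctions, 0.24 (percentile 50.7) for gap junctions and 0.087 (percentile 57.2) for wound healing, and 0.017 (percentile 37.6) and 0.19 (percentile 87.0) for the young and old feature genes. For migNiche-like over Niche-like cells, the medians at P38, 6 months and 12 months were -0.41, -0.52 and -0.67 for epidermal differentiation and 0.21, 1.41 and 2.20 for wound healing.

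The higher hypoxia genes of HF-SC-like cells at 6 months were weighed as a pattern. Dissociation stress cannot be told apart from it, since the dissociation genes had medians of 0.66 (percentile 99.5) in HF-SC-like and 0.57 (percentile 99.0) in HG-like cells, but -0.078 in IFE basal-like, -0.49 in IFE suprabasal-like, -1.40 in UpHF-like, -1.07 in SG-like, -0.88 in Langerhans and macrophage-like and 0.46 in T cell-like cells, where the hypoxia list was high too (percentiles 100, 99.98, 100, 99.98, 99.99 and 99.6). Whether the whole library differs cannot be told apart from a difference of the epithelium, since the percentile in Fibroblast-like cells was 87.6 (bootstrap interval 21.6 to 99.98). It was 97.4 in HG-like and 19.9 in Proliferating-like cells. The bootstrap interval was 98.15 to 100 in IFE suprabasal-like cells. It reached far lower in SG-like (69.75 to 100), Langerhans and macrophage-like (63.6 to 100) and T cell-like cells (76.72 to 99.96). Age, sex and hair cycle stage stay open and untested.

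The lower young feature score of HF-SC-like cells at 12 months than at P38 was weighed too. With each cell thinned to 1 depth the difference was 0.0508, against 0.0670 without thinning, which argues against the deeper P38 library as its whole cause. The young list lay at percentile 100 of its random lists for P38 over 12 months, with a median log2 ratio of 0.22 and 63 of 106 genes higher at P38, which argues against a few abundant genes. The dissociation genes had a median of 1.36 (percentile 99.9) in the same comparison, with 13 of 13 higher at P38. Dissociation, age, hair cycle stage and the sort stay open and untested.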
